# Small RNA Profile in Moso Bamboo Root and Leaf Obtained by High Definition Adapters

**DOI:** 10.1371/journal.pone.0103590

**Published:** 2014-07-31

**Authors:** Ping Xu, Irina Mohorianu, Li Yang, Hansheng Zhao, Zhimin Gao, Tamas Dalmay

## Abstract

Moso bamboo (*Phyllostachy heterocycla cv. pubescens L.*) is an economically important fast-growing tree. In order to gain better understanding of gene expression regulation in this important species we used next generation sequencing to profile small RNAs in leaf and roots of young seedlings. Since standard kits to produce cDNA of small RNAs are biased for certain small RNAs, we used High Definition adapters that reduce ligation bias. We identified and experimentally validated five new microRNAs and a few other small non-coding RNAs that were not microRNAs. The biological implication of microRNA expression levels and targets of microRNAs are discussed.

## Introduction

Small non-coding RNAs (sRNAs) with the size of 20–24 nucleotides (nts) that are generated by one of the Dicer-like proteins function in transcriptional or post-transcriptional regulation of gene expression [1]. Plant sRNAs show high diversity and one of the best characterized group of sRNAs is the microRNAs (miRNAs), which are mainly 21 nts although some are 20, 22 and 24 mers. Some miRNAs are conserved across all plant species but many newly identified miRNAs are species or family specific. In addition to miRNAs, there are several groups of small interfering RNAs (siRNAs) involved in the regulation of gene expression such as heterochromatic small interfering RNAs (hc-siRNAs) that are usually 24 mers [2], trans-acting small interfering RNAs (ta-siRNAs) that are 21 mers [3] and anti-sense origin siRNAs that are produced from overlapping anti sense transcripts [4]. sRNAs are involved in diverse biological processes including developments and responses to environmental changes [5] thus it is important to characterize sRNAs in non-model but economically important plants.

Bamboo is one of the most important forest resources and belongs to the grass family. There are more than 1500 species of bamboo within 87 genera [6]. Bamboo has relatively long period of vegetative growth varying from a few years to decades, which makes it hard for traditional genetic improvement. The advance in next generation sequencing (NGS) technology opens new opportunities for studying the molecular biology of bamboo. The genomic sequence of Moso bamboo (*Phyllostachy heterocycla cv. pubescens L.*) has been reported recently and is becoming a valuable resource [7]. Moso bamboo is a large fast-growing woody bamboo and a major bamboo species for timber and food production in Asia. mRNA and miRNA analysis has been carried out using developing culms during fast growing stage [8], where RNA-seq libraries were constructed using the Illumina method. Many conserved miRNAs were found and putative new miRNAs were predicted. However, their expression levels were not confirmed experimentally. In addition, some miRNAs were found in the leaf tissues of ma bamboo (*Dendrocalamus latiflorus L.*) [9], but the genomic sequence is not available for this species therefore the analysis could not be completed.

High throughput sRNA studies rely on NGS results; however, different NGS platforms often produce different sRNA profiles [10]. The difference has been attributed to ligation bias due to the preference of RNA ligases to join molecules (in this case sRNAs and adapters) that can anneal to each other and form a structure favoured by the ligase [11]–[13]. Therefore libraries generated with different adapters produce different sRNA profiles. Since different NGS platforms or even different versions of the library generation kit for the same platform (such as Illumina v. 1.0, v. 1.5 and TruSeq) contain different adapters, these platforms and kits produce different sRNA profiles because they all rely on adapters with fixed sequences that determine the ligation bias. Adapters with degenerated nucleotides at the ligating ends (called High Definition (HD) adapters) can reduce the ligation bias because sRNAs can anneal to a pool of different sequences instead of a single adapter sequence [12], [13]. sRNA libraries generated with HD adapters were found to recover more different sRNA sequences and the abundance of a sRNA sequence read correlated more quantitatively with the real expression level [13]. Here, the HD adapters were used for cloning the sRNAs in the leaves and roots of moso bamboo seedlings. The sRNA profiles were analysed and the expression of the new miRNAs with expressed miRNA* sequences were confirmed by Northern blot analysis.

## Materials and Methods

### Plant materials

The seeds of Moso bamboo were soaked in 0.4% KMnSO_4_ solution for 6 hrs, rinsed with distilled water five times, and further soaked in distilled water overnight. The soaked seeds were planted in moist vermiculite in a closed container and kept at 25°C under light with intensity of 100–200 µmol·m^−2^·s^−1^ for two weeks followed by removing the cover film of the container so that the seeds were kept in the same container for about 2 months under the same growing conditions. The seedlings were transferred to pots with turfy soil and grown under the same conditions. The leaf, stem and root tissues were harvested and stored in liquid nitrogen when the seedlings were at 5–6 leaf stage.

### RNA extraction and small RNA library construction

Total RNA was extracted by using TRI Reagent Solution (Ambion) following the manufacturer’s protocol. Small RNA fractions of the leaf and root total RNA samples were further isolated by using *mir*VanamiRNA Isolation Kit (Ambion) following the protocol provided by the manufacturer. 2 µg of sRNA from each sample was ligated to 3′ and 5′ HD adapters [13] by using the ScriptMiner Small RNA-seq Library preparation Kit (Epicenter) following its protocol (but replacing the adapters provided in the kit with HD adapters with identical sequences but containing the four degenerated nucleotides HD tag). The ligated products were then reverse transcribed and PCR amplified. The PCR products expected to contain 20–24 bp cDNA inserts were gel-purified and sequenced on the Illumina HiSeq2500 sequencer.

### Northern blot analysis

Northern blot analysis was used to confirm the expression levels of known miRNAs and verify the new miRNAs and some other new sRNAs following the previously published protocol (Lopez-Gomollon et al. 2012). Briefly, 5 µg of total RNA from stem, root and leaf tissues were denatured and loaded into denaturing 16% polyacrylamide gel. The RNA was transferred to Hybond NX (Amersham) nylon membrane through semi-dry electrophoresis transfer system (Bio-Rad), and chemical cross-linking was done at 60°C for 90 minutes by using 1-ethyl-3-(dimethylaminopropyl) carbodiimide (Sigma). The probes were generated by labelling the oligonucleotides that were reverse complementary to the sRNAs of interest with γP^32^-ATP. The membranes were hybridized with the probes at 37°C overnight. The list of the probe sequences used for northern blot is provided in supplementary Table 1.

**Table 1:** General Information of the libraries.

		leaf					root				
		total reads	proportion	unique reads	proportion	complexity	total reads	proportion	unique reads	proportion	complexity
total		9225007		1835808		0.199	12790713		2929630		0.23
chloroplast genome		2334231	0.2530	161696	0.0880	0.0692	44400	0.0035	8454	0.0029	0.1900
mitochondria genome		899938	0.0975	68652	0.0374	0.0763	144661	0.0113	25302	0.0086	0.1749
genome match*		7645564	0.8287	1242905	0.677	0.1626	9507995	0.7434	1650282	0.5633	0.1736
	coding region of mRNAs	398533	0.0521	129660	0.1043	0.3253	330006	0.0347	157789	0.0956	0.4781
	rRNAs	2883079	0.3771	78906	0.0635	0.0274	4713899	0.4958	73908	0.0448	0.0157
	tRNA	527747	0.069	12673	0.0102	0.024	1388039	0.146	9738	0.0059	0.007
	snRNA	12709	0.0017	3654	0.0029	0.2875	36269	0.0038	4269	0.0026	0.1177
	Transposable elements	608844	0.0796	372443	0.2996	0.6117	808457	0.085	556477	0.3372	0.6883
	known microRNAs	241378	0.0316	937	0.0008	0.0039	182688	0.0192	1065	0.0006	0.0058
	new microRNAs	11138	0.0015	341	0.0003	0.0306	16381	0.0017	301	0.0002	0.0183

*the current genome sequence does not separate chloroplast and mitochondrion genome sequences from the nuclear genome.

### Bioinformatics analysis

We used version 1.0 of the bamboo genome [7] and the annotations available on the ICBR-CAFNET website (http://202.127.18.221/bamboo/down.php). We downloaded the bamboo chloroplast genome, accession NC_015817 from (http://chloroplast.ocean.washington.edu) and used the publicly available annotations [14]. First, the fastq files from NGS were converted to fasta files and sequence reads with no Ns were kept for further analysis. Next, the first 8 nt of the 3′ adapters were identified and removed and then four nucleotides on the 5′ and 3′ ends of the reads were trimmed (which corresponded to the NNNN tags on the HD adapters; see: Sorefan et al. 2012) using the UEA sRNA Workbench [15]. The sequence reads were mapped to the bamboo genome and the bamboo chloroplast genome with 0 mis-matches, in non-redundant format, using PatMaN [16]. The abundance of sequenced reads was normalized to the total number of reads in the sample, as indicated in [17]. The differentially expressed reads were identified using offset fold change as described in [18], using an offset of 20. The miRNAs were identified using the miRCat and miRProf tools within the sRNA Workbench [15] and custom made Perl scripts (Strawberry Perl v 5.18.2.1). The miRNA targets were predicted using the target prediction tool within the UEA sRNA Workbench [15]. The rules used for target prediction are based on those suggested by Allen et al. and Schwab et al. [19], [20]. Specifically, no more than four mismatches between miRNA and target (G-U bases count as 0.5 mismatches) are allowed, no more than two adjacent mismatches in the miRNA/target duplex are permitted, no adjacent mismatches in positions 2–12 of the miRNA/target duplex (5′ of miRNA) and no more than 2.5 mismatches in positions 1–12 are accepted, no mismatches in positions 10–11 of miRNA/target duplex are permitted. In addition, the minimum free energy (MFE) of the miRNA/target duplex should be > = 74% of the MFE of the miRNA bound to its perfect complement.

## Results

### sRNA libraries from bamboo leaf and root

About 10 million (M) and 18 M raw reads were obtained from deep sequencing of bamboo leaf and root sRNA libraries, respectively. About 9 M (leaf) and 12 M (root) reads contained the 3′ adapter preceded with potential sRNAs that were 17–33 nts (Table 1). 

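Small RNA was sequenced from 2 libraries, a root library and a leaf library, each made from a pool of 15 moso bamboo plants. Each tissue had 1 library, so there were no replicates. The libraries were made with HD adapters, whose degenerate bases at the ligating ends let more kinds of sRNA anneal and be ligated. The authors kept the reads without N, removed the 3′ adapter, trimmed the HD tags from both ends and listed the distinct sequences. Their table held 2616609 distinct sequences of 17 to 33 nt for both libraries together. The paper's own number of unique sequences in the root library alone is 2929630 (Table 1), so the table does not hold every trimmed sequence. The step that removed the others is not given in the sources used here. The columns of read numbers in the table were not used here, because their names match no name of a library. The values given beside the conclusions are therefore numbers of distinct sequences over both libraries. They give no read number or depth, and no difference between root and leaf. A sequence counts once whether it was read once or many times, so abundant sRNAs weigh no more than rare ones.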

The root library contained ∼2.9 M unique sequences while the leaf library was made up of ∼1.8 M unique sequences, thus the overall sequence complexities (defined as the ratio of unique reads to all reads) for the two libraries were 16–17%. About 83% and 74% of the total reads in leaf and root library were mapped to the published moso bamboo genome (Peng, 2013 #60). Among the genome matching sRNAs, 5.2% of the reads in leaf library and 3.5% of the reads in root library were mapped to coding region. Distribution of read mapping to other genomic regions is shown in Table 1.

Similar to other plant species, size class distribution was bimodal where the most abundant sequences were 24 mers followed by the 21 mers in leaf library. The root library showed a slightly different size class distribution because the most abundant 24 mers were followed by 31 mers and even the 23 mer sRNAs were slightly more abundant than the 21 mers (Figure 1a). 

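Among the distinct sequences of both libraries, the 24 mers, the size of the siRNAs that guide DNA methylation in plants, were the largest class with 1119582 sequences. They made up 42.8% of all distinct sequences (exact Clopper-Pearson 95% interval 42.7% to 42.8%). Such intervals treat distinct sequences as independent draws and cover counting error only. Without sequences that are the start of a longer one, the share was 50.1%, outside this interval. The 23 mers followed with 379772 sequences. The 21 mers, the size of most plant miRNAs, numbered 176813 or 6.76% (6.73% to 6.79%), and the 31 mers numbered 39364 or 1.50% (1.49% to 1.52%). There were 6.33 times as many different 24 mers as 21 mers and 28.4 times as many as 31 mers. A was the first base of 51.4% of the 24 mers (51.3% to 51.5%), while A took 29.7% of their later positions. U was the first base of 33.9% of the 21 mers (33.7% to 34.2%) and took 24.8% of their later positions. From 26 to 33 nt, the share that began with A stayed between 27.2% and 29.3%, and the share that began with U between 25.5% and 26.6%. Distinct sequences are the numerator of the complexity, whose denominator, the reads of each library, was not used here.

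**Figure D1:**
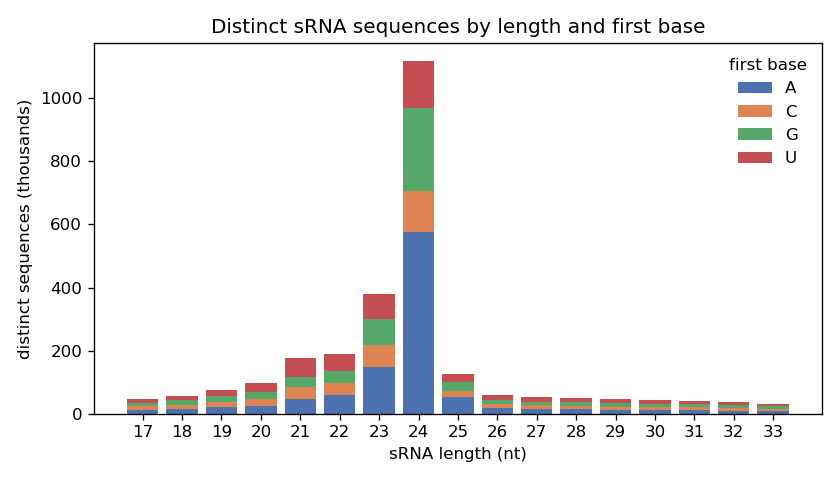
Number of distinct sRNA sequences (vertical axis, in units of 1000) of both libraries together at each length from 17 to 33 nt (horizontal axis), with each bar divided by the first base. The 24 mer bar stands at 1119582 sequences, and A takes 51.4% of it.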

The 24 mer reads showed the highest complexity while the 21 and 31 mer sequences had very low complexity (Figure 1b and 1c). The majority of transposon mapping sRNAs were 24 mers and 40% of unique 24 mer reads mapped to transposons (Supplementary Figure 1).

**Figure 1:**
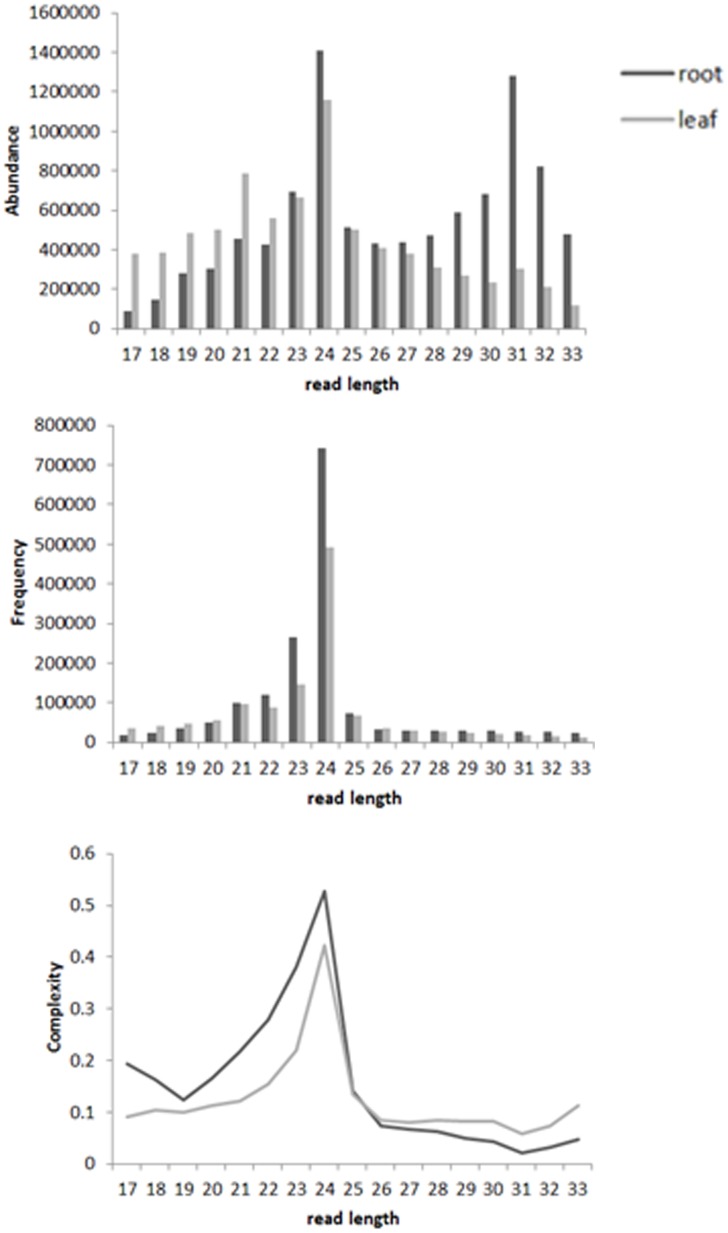
Overall summary of genome matching reads. (**a**) Size class distribution for total reads (redundant reads); (**b**) size class distribution for unique reads (non-redundant reads); (**c**) Complexity distribution. Complexity is defined as the ratio between unique reads and redundant reads.

### Chloroplast mapping reads

The sRNAs in leaf and root libraries mapped to the chloroplast genome exhibit very strong sequence, sequence abundance and distribution pattern differences. We found that 25% of the total reads in leaf library were mapped to the chloroplast genome while this percentage was only 0.3% in root libraries (Table 1). Nearly 50% of the 100 most abundant sRNAs were mapped to the chloroplast genome in leaf library but none in root library. Approximately 70% of the chloroplast genome matching reads were mapped to rRNA and tRNA genes, ∼23% of the reads mapped to intergenic regions and 5.6% to protein coding regions. The remaining reads were mapped to the junction sequences crossing coding and non-coding sequences and repeat sequences (Table 2).

**Table 2:** General information of the sRNAs mapped to bamboo plastid genome.

	leaf					root				
	total reads	proportion	unique reads	proportion	complexity	total reads	proportion	unique reads	proportion	complexity
total	2334231		161696		0.0692	44400		8454		0.1904
coding region	130511	0.0559	54194	0.3351	0.4152	2617	0.0589	1529	0.1809	0.5843
rRNA and tRNA	1634486	0.7002	66485	0.4111	0.0406	35157	0.7918	4738	0.5604	0.1348
repeat sequence	1006	0.0004	358	0.0022	0.3558	37	0.0008	12	0.0014	0.3243
intergenic region	543609	0.2328	34898	0.2158	0.0642	6082	0.1370	1939	0.2294	0.3188
junction*	24619	0.0105	5761	0.0356	0.2340	507	0.0114	236	0.0279	0.4655

*the junctional sequence between coding and non-coding region.

The size class distribution of chloroplast matching reads does not show enrichment for any particular size sRNAs (Supplementary Figure 1), but complexity is very low for the rRNA, tRNA and intergenic region mapping sRNAs (Table 2). The highly accumulated sRNAs were mapped to a few specific loci, which are shown in the sRNA presence plots for the chloroplast genome (Figure 2). Many sRNA loci were less than 100 bp away from the coding regions such as atpH, rbcL, psaJ, clpP, psbH, rpoA and rps3, and some were about 100–500 bp away from the coding regions of psbZ, ndhJ, atpE, rpl33, rpl22, rpl23 and rps7. Some of these sequences were the footprints of pentatricopeptide repeat (PPR) or PPR-like protein binding sites that were previously experimentally identified or predicted in barley and *Arabidopsis* [21].

**Figure 2:**
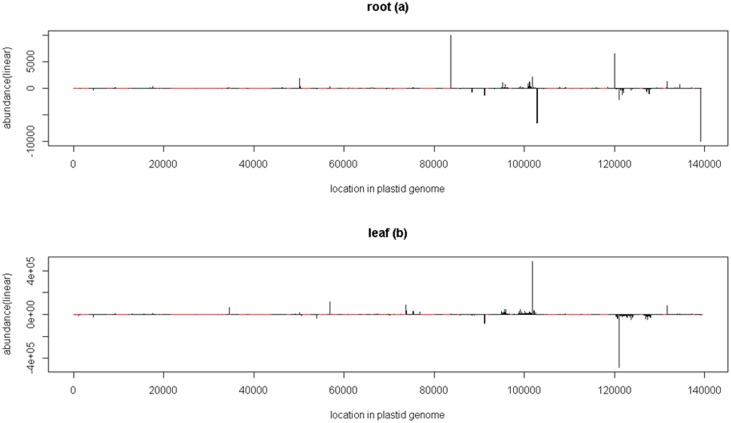
sRNA presence plot on the plastid genome for the root (a) and leaf (b) libraries. The abundance of the sRNAs is represented in linear scale. The reads mapping to the positive and negative strands are indicated by the sign of the abundance (positive and negative, respectively). The location of the chloroplast CDSs is indicated in red.

The most abundant sequence among the chloroplast genome matching sRNAs is a 31 nt long sequence: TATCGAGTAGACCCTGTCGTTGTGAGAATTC. The first nucleotide of this sRNA maps to a position that is 59 nt upstream of the translational start site of rbcL. 

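The 31 nt sRNA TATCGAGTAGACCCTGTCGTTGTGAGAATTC was listed among the distinct sequences of the libraries. Other sequences that overlapped it by at least 16 nt extended it base by base at its 3′ end into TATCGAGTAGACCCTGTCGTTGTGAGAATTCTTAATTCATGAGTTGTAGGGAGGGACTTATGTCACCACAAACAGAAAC. In this sequence 59 bases precede ATGTCACCACAAACAGAAAC, the start of the reading frame of rbcL, which encodes the large subunit of Rubisco. The start of rbcL was taken from general knowledge of grass plastid genomes, because no plastid genome was used here. Up to the start codon, each added base was carried by 34 to 134 distinct sequences. Of the 31 bases added, 1 had another base in some of the overlapping sequences. Every length from 17 to 33 nt was listed with the first base of the 31 nt sRNA as its start, that is 17 of 17 possible sequences. There were 13 sequences that started 1 nt upstream, and between 1 and 8 at each position from 2 to 10 nt upstream. From the place of this end, which is the transcription start in barley and lies at a predicted binding site of a PPR protein, the paper proposes that the sRNA is a fragment protected by a PPR protein.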

In barley, that position is the start transcriptional start site and the first ∼30 nts of the 5′UTR was the predicted binding site of the barley MRL1-PPR protein [21]. This 31 nt sRNA was further detected by northern blot analysis (Figure 3) only in leaf tissue and it is most likely a PPR protected RNA fragment.

**Figure 3:**
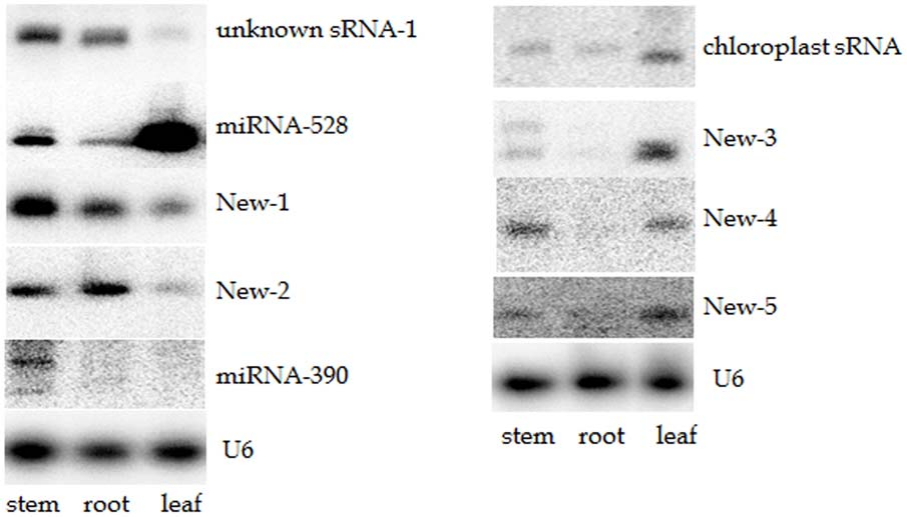
Detection of bamboo miRNAs by Northern blot analysis. The bottom panel shows the top half of the PAGE gel stained with ethidium bromide showing equal loading of total RNA.

### Known miRNAs

Based on sequence similarity to miRNAs in miRBase (http://www.mirbase.org/; release 20) [22], 22 miRNA families with normalized abundance above 100 were identified (Table 3). 

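The miRNA sequences named in Table S2 were nearly all present as exact sequences among the distinct sequences of the libraries. The authors drew Table S2 from these same libraries. The counts below therefore check the listing only and are no independent support for any group of families. Of 75 different miRNA sequences in that table, 73 were listed, and of 24 different miRNA* sequences, 23 were listed. All 23 family names of Table S2 had at least 1 listed sequence. The families that regulate transcription factors of development (miR156, miR159, miR160, miR164, miR166, miR167, miR169, miR171, miR319, miR396, miR444 and miR535) had 45 of 45 miRNA sequences listed. The copper families (miR397, miR398, miR408 and miR528), which target copper proteins, had 14 of 16. The stress and nutrient families (miR162, miR168, miR398, miR399 and miR827) had 10 of 10, and so did the monocot families (miR444, miR528 and miR1432). The 3 sequences that were not listed were the miR397 form TCATTGAGTGCAGCGTTGATGT, the miR408 form TGCACTGCCTCTTCCCTGGCTT and the miR169* form GGCAAGTCTGTCCTTGGCTAA. Of the 73 listed miRNA sequences, 64 began with U, 34 were 21 nt long and 17 were 20 nt long. Length variants were taken as sequences that share the first 17 nt and run at most 2 nt beyond the listed end. They include forms whose later bases differ, and numbered 285 for the miRNAs and 87 for the miRNA*. The miR156 family had 30 of them and the miR166 family 24. The 3 variants of miR164, which regulates NAC transcription factors, were all listed. Counted from 1 at the 5′ end, phe-miRNA-164b differs from phe-miRNA-164a by C14T and phe-miRNA-164c differs from it by C20A.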

In total, 75 miRNA and 24 miRNA* variants of these families were found (Supplementary Table 2). Among them, three miRNAs miR528, miR444 and miR1432 are likely to be monocot specific [23], [24]. These miRNA variants were mapped to the bamboo genome and the sequences of their flanking regions were further investigated for potential hairpin structure. This analysis resulted in 141 precursor loci, out of which 13 had both mature and miRNA* sequences (Figure S2 and Table S3).

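Most precursor hairpins of the conserved families held a listed sequence at the place where the miRNA* is expected. Table S3 gave 140 hairpin sequences of bamboo genome version 1.0 for 22 families, and each was folded with RNAfold. The place of the miRNA* was taken as the strand paired with the miRNA, with 2 nt overhangs at the 3′ ends. This place could be predicted in 138 of the 139 hairpins that hold a miRNA of Table S2. In 82 of them, a sequence of 19 to 24 nt lay within 2 nt of this place at both ends. When the place was moved by 6 nt along the hairpin, 11 hairpins had such a sequence upstream and 6 downstream. In many hairpins the place lies at or near an end, and a moved place outside the hairpin can hold no sequence. The number of hairpins that hold the moved place is not given here, so these values do not compare like with like. All 6 miR159 hairpins, all 6 miR396 hairpins, all 3 miR162 hairpins and both miR168 hairpins had a sequence at the unmoved place. The miR160 family had one in 3 of 10 hairpins, the miR171 family in 3 of 12, and the miR444, miR1432 and miR3979 families in none. Where a hairpin of Table S3 ends short of the miRNA* place, a sequence there can be missed. The miR160 hairpins on contigs PH01000483 (86 nt) and PH01002185 (84 nt) differ only in where they end. The longer had 1 such sequence and the shorter 0. These family counts therefore depend on where the hairpins were cut. Of the 13 hairpins that Table S3 marks with a miRNA*, 11 had a sequence at the expected place. Every hairpin held at least 6 distinct sequences (median 20), and the median minimum free energy was -51.3 kcal/mol. The miR408 hairpin on contig PH01000907, with its miRNA at 95874 to 95893 on the minus strand, held 96 sequences, of which 10 were at the miRNA* place. With no tolerance at the ends, 50 hairpins had a sequence there. Some loci stand in Table S3 more than once, 6 of them under both miR159 and miR319, and the 140 hairpins lie at 133 separate loci. Of these, 77 had a sequence at the miRNA* place. At the moved places 11 and 6 had one, with the same limit where a moved place lies outside the hairpin. A sequence can match several hairpins of a family, and the hairpin it came from is not known.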

**Table 3:** Known miRNAs.

			expression levels^a^		genomic loci^b^		predicted targets
miR variants	miR sequence	length	root	leaf	miR	miR*	
phe-miRNA-156a	TGACAGAAGAGAGTGAGCAC	20	32094.04	3676.6418	9	2	**SBP-box gene family members**, putative NAM and protein homolog of At4g06744 precursor, and a hypothetical protein
phe-miRNA-156b	TTGACAGAAGAGAGTGAGCAC	21	32116.13	10555.14	3		
phe-miRNA-156c	TGACAGAAGAGAGTGGGCAC	20	1114.85	1.30795	1		
phe-miRNA-159a	TTTGGATTGAAGGGAGCTCTG	21	9014.519	6646.9916	4		**putative MYB transcription factors**, an unknown protein, and putative dnaJ protein and NB-ARC domain containing protein
phe-miRNA-159b	TTGGATTGAAGGGAGCTCTC	20	2612.538	396.30824	2	1	**putative MYB transcription factor** and phospholipase C
phe-miRNA-160	TGCCTGGCTCCCTGTATGCCA	21	480.6481	36.622543	10		**putative auxin response factors**, RNA polymerase sigma factor, histone-lysine N-methyltransferase, hydrolase and flap endonuclease, and hsp20/alpha crystallin family protein
phe-miRNA-162a	TCGATAAACCTCTGCATCCGG	21	3461.298	6721.5447	2		**putative Dicer** and phosphoesterase family protein, and B3 DNA binding domain containing protein
phe-miRNA-162b	TCGATAAACCTCTGCATCCAG	21	258.7296	642.20246	1		**putative Dicer** and C-5 cytosine-specific DNA methylase
phe-miRNA-164a	TGGAGAAGCAGGGCACGTGCA	21	491.1656	321.7552	8		**putative NAM protein**, Deg protease homologue and oligomeric Golgi complex component 3, PPR repeat domain containing protein, and an unknown protein
phe-miRNA-164b	TGGAGAAGCAGGGTACGTGCA	21	54.69082	1391.6567	4		**putative NAM protein,** GYF domain containing protein, Deg protease homologue and oligomeric Golgi complex component 3, and an unknown protein,
phe-miRNA-164c	TGGAGAAGCAGGGCACGTGAA	21	478.5446	2.615896	2		**putative NAM protein** and Deg protease homologue
phe-miRNA-166a	TCGGACCAGGCTTCATTCCCC	21	2155.028	527.10304	8	3	putative MATE efflux family protein and **homeodomain-leucine zipper family protei**n.
phe-miRNA-166b	TCTCGGACCAGGCTTCATTCC	21	512.2005	24.851012	3		target not found
phe-miRNA-166c	TCTCGGACTAGGCTTCATTCC	21	235.5912	3.9238439	1		target not found
phe-miRNA-167a	TGAAGCTGCCAGCATGATCTGA	22	1106.437	22981.954	5		**putative auxin response factors**
phe-miRNA-167b	TGAAGCTGCCAGCATGATCT	20	449.0957	319.13931	6		**putative auxin response factors** and dimerisation domain containing protein in Skp1 family
phe-miRNA-167c	TGAAGCTGCCAGCATGATCTGG	22	80.98448	987.5007	8		target not found
phe-miRNA-168	TCGCTTGGTGCAGATCGGGAC	21	30579.53	8786.7945	2	2	**putative PINHEAD and putative PAZ domain containing protein**
phe-miRNA-169a^c^	CAGCCAAGGATGACTTGCCGG	21	729.912	17.003324	4		target not found
phe-miRNA-169b^c^	CAGCCAAGGATGACTTGCCGC	21	585.8228	1143.1465	4	4	putative Sec1 family transport protein
phe-miRNA-171	TGATTGAGCCGTGCCAATATC	21	552.1669	58.857659	12		**putative scarecrow transcription factor family proteins**
phe-miRNA-319	TTGGACTGAAGGGTGCTCCCT	21	275.5576	388.46055	6		**putative TCP family transcription factors**
phe-miRNA-396a	TCCACAGGCTTTCTTGAACTG	21	1454.565	4172.3541	2		**putative growth regulating factor protein** and phosphatase family domain containing protein
phe-miRNA-396b	TTCCACAGCTTTCTTGAACTG	21	316.5757	270.74523	4		**putative growth regulating factor protein** and dynamin family protein, and an unknown protein
phe-miRNA-397	TCATTGAGTGCAGCGTTGATG	21	598.4437	51734.574	2		**putative laccase precursors**, RNA recognition containing protein, and calmodulin depedent protein kinase like protein, and cullulose synthase
phe-miRNA-398	TGTGTTCTCAGGTCACCCCTT	21	236.643	19.61922	1		target not found
phe-miRNA-399^c^	TGCCGAAGGAGAACTGCCCTG	21	178.7969	10.463584	1	1	**putative inorganic phosphate transporter**
phe-miRNA-408	TGCACTGCCTCTTCCCTGGC	20	41.01811	3027.8996	2	2	multicopper oxidase domain containing proteins, putative **plastocyanin-like domain containing protein**, acyl-protein thioesterase, PINHEAD, YABBY domain containing protein, ubiquitin carboxyl-terminal hydrolase domain containing protein, anthranilate phosphoribosyltransferase, RING-H2 finger protein, and unknown expressed proteins,
phe-miRNA-444a	TGCAGTTGTTGTCTCAAGCTT	21	89.39845	5328.5801	3		zinc finger C3HC4 type domain containing protein, putative DNA-directed RNA polymerase II subunit RPB9, EMB2261, chaperone protein clpB 1 and glycosyl hydrolase family 5 protein, and an unknown protein
phe-miRNA-444b	TGCAGTTGTTGCCTCAAGCTT	21	36.81113	1228.1632	1		zinc finger C3HC4 type domain containing protein and putative EMB2261, chaperone protein clpB 1, nodulin and integral membrane transporter family protein
phe-miRNA-528	TGGAAGGGGCATGCAGAGGAG	21	897.1397	83734.83	2		putative laccase precursor, plastocyanin-like domain containing protein, peroxidase precursor and polypheno oxidase
phe-miRNA-535	TGACAACGAGAGAGAGCACGC	21	7067.736	24309.521	6		**SBP-box gene family members**
phe-miRNA-827	TTAGATGACCATCAGCAAACA	21	431.216	149.10607	2		putative methyltransferase
phe-miRNA-1432	TTCAGGAGAGATGACACCGAC	21	39.96637	2610.6642	2		putative EF_hand_family_protein and plasma membrane type of calcium-transporting_ATPase_9
phe-miRNA-3979	CCTTCGGGGGAGGAGGGAAGC	21	318.6792	2.615896	1		puative PHLOEM 2-LIKE A10, phototropic-responsive NPH3 family protein and an unknown protein

a normalized read value;

b number of genomic loci;

c the most abundant sequence is the miR* sequence when the conserved small RNA sequence is chosen as mature miR sequence (Supplementary Table 2).

In root library, the most abundant sequences were phe-miRNA-156a, 156b and 168 with normalized read value around 30, 000 (Table 3). Their read numbers were about 3–4 times higher than in the leaf library where they also appeared to be accumulated at high levels. Other abundant miRNAs were phe-miRNA-156c, -159a, -159b, -162a, -166a, -167a, -169, -396a, and -535 with normalized read value above 1,000, and phe-miRNA-160, -162b, -164a, -164c, -166b, -166c, -167b, -169a, -169b, -171, -319, -396b, -397, -398, -399, -528, -827 and -3979 with read numbers above 100. Among these miRNAs, the read numbers of some miRNAs were below 20 in the leaf library such as phe-miRNA-399, -3979 and some variants of phe-miRNA-164 and 169, which were more than 40 to hundreds times lower than in the root libraries (Table 3 and Table S4).

In the leaf library, the most abundant sequences were phe-miRNA-156b, -167a, -397, 528 and -535 with normalized read value above 10,000. Particularly, the read numbers of phe-miRNA-528 and -397 were above 50,000, which were above 90 times more than in the root libraries. The total read numbers of these miRNAs took up 1.4% of the entire library. Other miRNAs with moderate levels are phe-miRNA-156a, -159a, -162a, -164b -168, -169b, -396a, -408, -444a, -444b, and -1432 with read numbers above 1,000; and phe-miRNA-159b, -162b, -164a, -166a, -167b, -167c, -319, -396b, and -827 with normalized read value above 100. Among these phe-miRNA-164b, -167a, -167b, -408, -444, and -1432 were much more abundant in leaf than in the root library. However, not all the variants in the same miRNA families showed a similar difference between the two libraries. Some miRNA variants show rather big differences in the two libraries such as phe-miRNA-167, -169 and -164 (Table 3 and Table S4). For example, we identified three variants of phe-miRNA-164 in both libraries, and both libraries contained similar amount of phe-miRNA-164a. However, the leaf library had more phe-miRNA-164b and root library contained more of phe-miRNA-164c.

### New miRNAs identified in Moso bamboo

In addition to the known miRNAs that have been identified in other species, we looked for new miRNAs that have not been described in any species. We searched the two libraries for potential new miRNAs using miRCat [25]. This algorithm identifies potential hairpin structures at the flanking regions of genome mapping sequences, considers the percentage of miRNA and miRNA* reads out of the total number of reads that map to the hairpin sequence (pre-miRNA sequence) and looks whether the expected miRNA* sequence has also been sequenced. 

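The 7 sequences named New-1 to New-7 in Table 4 were all listed among the distinct sequences of the libraries. The authors had found them in these same libraries, so their listing is no independent support. The hairpins of New-1 to New-6 had minimum free energies of -54.7, -55.5, -67.4, -58.6, -60.3 and -53.9 kcal/mol by RNAfold. The hairpin of New-7 was shorter, at 65 nt, and its minimum free energy was -12.5 kcal/mol. The hairpins held between 28 distinct sequences (New-3) and 64 (New-5). Sequences that began within 1 nt of the start of the proposed miRNA made up 41.5% of those in the New-6 hairpin and 39.3% in the New-3 hairpin. They made up 21.9% in the hairpins of both New-4 and New-5, whose sequences began at 14 and 26 different positions. On bamboo genome version 1.0, the hairpin of New-1 (GGCAAGTCTGTCCTTGGCTAC) used here lies on contig PH01000289, with the sRNA from 15663 to 15683, and Table 4 gives further loci for it. New-5 (TCGGTTGCATTTGTAGTCCTA) lies on contig PH01002844 from 54227 to 54247. These shares are of distinct sequences, not of the reads that miRCat weighs.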

Using the first two criteria, we identified seven potential new miRNAs with total normalized read value in the two libraries above 100 (Table 4 and Supplementary Figure 3). 

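A sequence of 19 to 24 nt at the expected miRNA* place was listed for 5 of the 7 sequences, New-1 to New-5. The New-1 hairpin had 12 such sequences, the New-2 hairpin 11, the New-4 and New-5 hairpins 9 each, and the New-3 hairpin 1 (GCGTCGTCTTCCTTGCGACGA). The 7 miRNA* sequences that Fig. S3 names for these hairpins were all listed. New-6 (CTCCGAATTCTTGACAAACCGA, contig PH01001421 from 264619 to 264640) had 41 distinct sequences in its hairpin and 0 at the miRNA* place. New-7 (TTGCACTTGTCGACGGAGTTCC, contig PH01000975 from 466681 to 466702, with another locus in Table 4) had 36 in its hairpin and 0 at that place. The expected place ran past the end of the hairpin for New-3 (72 to 92 in 90 nt) and for New-6 (141 to 163 in 162 nt). A sequence there can be missed, so the numbers of these hairpins do not compare like with like with the others. The table also does not hold every trimmed sequence. The values of New-6 and New-7 therefore do not show that no such miRNA* was read.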

Since the miRNA* sequences of several conserved miRNAs were not present in our libraries, we included the two potential new miRNAs without sequenced miRNA* (New-6 and New-7) in Table 4 because their miRNA* may be present in future sRNA libraries. However, at present those two cannot be classified as miRNAs. The new miRNA, New-1, had high read numbers in both libraries. New-2 was more abundant in the root library while, New-3, New-4 and New-5 were more abundant in the leaf library. These five new miRNAs were also confirmed by Northern blot analysis and their expression profile matched the expected pattern based on the sequencing results (Figure 3).

**Table 4:** Putative new miRNAs.

			abundance*			
	sequence	length	root	leaf	genomic Location	miRNA star
New-1	GGCAAGTCTGTCCTTGGCTAC	21	4899.03	4478.41	PH01003459/60524–60544	CAGCCAAGGATGACTTGCCGC
					PH01000289/15663–15683	
					PH01000289/65843–65863	
					PH01000289/120711–120731	
New-2	GGCAGGTCTGTCCTTGGCTAC	21	2806.06	41.85	PH01000224/320759–320778	CAGCCAAGGAUGACUUGCCG
New-3	TCGTCGCAGGAGAGATGACGC	21	80.98	2727.07	PH01001122/158033–158053	TGGCGTCGTCTTCCTTGCGAC,GCGTCGTCTTCCTTGCGACGA
New-4	TGGGCGAGTCTTCTTGGCTATG	22	11.57	179.19	PH01002310/112516–112537	TTAGCCAAGAATGGCTTGCCTA,TAGCCAAGAATGGCTTGCCTAC
New-5	TCGGTTGCATTTGTAGTCCTA	21	10.52	274.67	PH01002844/54227–54247	TACGACTACAAATGCAACCGA
New-6	CTCCGAATTCTTGACAAACCGA	22	180.90	100.71	PH01001421/264619–264640	no
New-7	TTGCACTTGTCGACGGAGTTCC	22	46.28	149.11	PH01000975/466681–466702	no
					PH01205740/575–596	

*normalized read value.

### miRNA targets

The database of coding sequences from the published bamboo genome was used as input for the identification of putative targets of bamboo miRNAs. Many mRNAs involved in various biochemical procedures were predicted as targets for conserved miRNAs (Table 3, Supplementary Table 5). The majority of the predicted targets of the conserved miRNAs were also conserved and confirmed in other plant species (Table 3).

phe-miRNA-528, -397, -408, -444 and miRNA-1432 are the most differentially expressed miRNAs between the two libraries with higher accumulation in leaf tissues (Supplementary table 4). Among these, phe-miRNA-528, 444 and miRNA-1432 were found to be monocot-specific so far [23], [24]. Their predicted targets did not include the ones that were confirmed in other monocots [24], [26], [27] (Table 3). Nevertheless the putative targets of the two most abundant miRNAs, miRNA-528 and miRNA-397, include several family members of laccase precursors (Supplementary Table 5). In addition, the predicted targets of miRNA-528 and miRNA-408 include several plastocyanin-like domain containing proteins, multicopper oxidase domain containing proteins and polyphenol oxidase.

Using the current rules and coding sequence annotation, no putative targets were predicted for the new miRNAs.

### Other groups of sRNAs

We searched our sRNA libraries to identify the conserved miRNAs that target ta-siRNA precursors such as miRNA-390, miRNA-482 and miRNA-828. However, surprisingly we did not find any of these miRNAs in either of the two libraries. 

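The sequence of miRNA-390 used for the northern blot probe, AAGCTCAGGAGGGATAGCGCC, was among the distinct sequences of the libraries. miRNA-390 cleaves the TAS3 transcript, from which the ta-siRNAs against auxin response factors are made. A 24 nt form, AAGCTCAGGAGGGATAGCGCCTAG, and a 20 nt form without the first base, AGCTCAGGAGGGATAGCGCC, were listed too. No other 21 mer lay within 2 mismatches of miRNA-390. For maize miRNA-482 (TCTTCCTTGTTCCTCCCATT) and for miRNA-828 (TCTTGCTCAAATGAGTATTCCA), 0 sequences were listed, whether exact, as a length variant or with up to 2 mismatches. Since the table does not hold every trimmed sequence, this does not show that neither was read. Read numbers were not used, so no library and no level can be given for miRNA-390.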

Next we tried to find the *MIRNA* genes for these miRNAs on the genome using maize miRNA-482, tomato miRNA-828 (because miRNA-828 has not been identified in any monocots so far) and bamboo miRNA-390 [8] sequences. We did not find a potential gene for miRNA-828 but it was expected as it seems to be dicot specific. The mature maize miR-482 sequence mapped to 435 positions on the bamboo genome (with 1 or 2 mis-matches); therefore we did not investigate whether any of them produces miRNA. However, we were able to identify a potential *MIRNA-390* gene. Next we tried to detect phe-miRNA-390 by northern blot analysis but our attempt was not successful (Figure 3), therefore we did not look for ta-siRNAs.

In addition to the sRNAs that were mapped to the well-characterized non-coding and coding sequences about 37% of top 100 reads in root library and about 11% in leaf library were mapped to intergenic or intron region. Among them, a series of sRNAs ranging from 30–32 nucleotides were mapped to 14 different loci in the bamboo genome. One of them is the most abundant sRNA in the root library which contributes more than 50% of 31 mer reads. 

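The distinct sequences of the libraries held 50 of 30 to 32 nt that match the 31 nt sRNA-1, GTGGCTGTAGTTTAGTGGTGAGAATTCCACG, or the transcript it belongs to. They were allowed to start up to 2 nt from its first base and to differ at up to 2 bases. Of these, 16 were 30 nt, 17 were 31 nt and 17 were 32 nt long. The first base of sRNA-1 was the start of 12 of them, while 14 started 1 nt upstream, 10 started 2 nt upstream, 8 started 1 nt downstream and 6 started 2 nt downstream. There were 27 without a mismatch and 23 with 1 mismatch. Counted from 1 at the first base of sRNA-1, the mismatch was G20T in 13 sequences, G1A in 5 and T8A in 5. In a wider set, all sequences of 17 to 33 nt that hold the first 16 bases of sRNA-1 and reach upstream of it were taken. The base before sRNA-1 was A in 65, T in 42 and G in 35 of them. Over this range of lengths, the rule for the series took 187 sequences. The place of the loci was not analysed here, because no genome was used.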

The sum of their reads is about 16% of the total genome matching reads in the root library. Using a probe complementary to the most abundant 31 nt sRNA, Northern blot analysis revealed a very strong signal in the root sample (Figure 3). Accumulation of this sRNA was also confirmed in stem and leaf tissues.

## Discussion

In the present study, we have analysed the sRNA profiles in leaf and root tissues of moso bamboo, one of the most important forest grass. Several groups of sRNAs with known and unknown functions were found in the sRNA libraries constructed by using HD adapters. The accumulation of several sRNAs was verified in the bamboo seedlings by northern blot analysis. The expression patterns obtained by Northern blot analysis were consistent with the sequencing results indicating the excellent quantitative correlation between sRNA read numbers and its actual accumulation in two different tissue samples. Thus, the HD adapters based cDNA libraries appeared to be reliable for high through analysis of sRNA populations in plant tissues.

### Complex sRNA population in plant tissues

As in most plant sRNA libraries, 21 mer miRNAs and 24 mer siRNAs were very abundant in the bamboo leaf and root sRNA libraries. However, there were also differences between the two tissues. For example, 25% of the sRNAs in the leaf library were mapped to the chloroplast genome while very few reads in the root library were derived from plastid. There is an obvious difference between plastid development and chloroplast activity between the tissues, which is also reflected at the sRNA level. A large number of sRNAs were mapped to non-coding RNAs such as rRNAs and tRNAs and UTRs or intergenic regions with extremely high redundancy. Many of them were mapped to the PPR binding or predicted PPR binding sites based on results in other plant species indicating a valuable resource for future PPR binding site prediction. The different sizes of sequences or accumulation of these sRNAs in the two libraries may reflect the underlying mechanisms in transcription or translation regulation of plastid originated genes in these tissues.

In most previously published papers on sRNA profiling, the proportion of rRNA/tRNA matching sRNAs has been smaller than what we have found. However, the majority of the total RNA consists of rRNAs and tRNAs are also very abundant. Nevertheless it will be interesting to understand in the future why some sRNAs with high abundance were mapped to specific positions of specific rRNAs or tRNAs. In addition, there are some other highly abundant sRNAs that were mapped to intergenic or intron regions and their accumulation levels also varied in the two tissues. Further study of their origins and functions will help to understand sRNA biology in plants.

However, it is unexpected that none of the known and conserved TAS RNA targeting miRNAs were found or detected in the leaf and root tissues of young bamboo seedlings. miRNA-390 was cloned in the culm libraries of moso bamboo with relatively low normalized read value [8], but not other miRNAs such as miRNA482 and miRNA828. These two miRNAs were not found in rice either.

### The miRNA profiles are consistent with their biological functions

A set of known conserved miRNAs was found in both libraries in high abundance. Their predicted targets were also conserved or confirmed in other plant species. These conserved miRNAs are known to be important for leaf and root development by regulating the expression of transcription factors involved in organ development such as miRNA-156, -167, -166, -159, -169, -319, -164, -160, -444, -171, -396 and miRNA-535. For example, both miRNA-160 and miRNA-164 are required for root development in Arabidopsis [28], [29] while miRNA-164 is also required for vegetative shoot development [30], [31]. Along with miRNA-319, miRNA-164 control leaf senescence [32], [33]. mir319 also regulates cell proliferation and leaf morphogenesis mediated by the conserved miR396–GRF module [34]. Mir159 is essential for leaf morphogenesis [35], [36] and miRNA-167 plays a role in the development of adventitious root in both dicots and monocots [37]–[39].

Some of the above conserved miRNAs and other conserved miRNAs such as miRNA-398, -399, -168 and -162 also respond to environmental stresses and regulate nutrient uptake in both leaf and root tissues [26], [40]–[45]. Although these miRNAs were expressed abundantly in both root and leaf tissues, the variants of some miRNA families exhibited tissue preference, which may be correlated with some tissue specific targets and/or tissue specific regulation under environmental stresses. Some miRNAs exhibit quite dramatic expression difference between the two tissues. For example, phe-miRNA-156 was more abundant in roots particularly one of its variants. Over-expressing of tomato miRNA-156 induces the development of high density of airy roots along the stem [46]. The higher accumulation of bamboo miRNA-156 may be correlated with its dense adventitious roots and airy roots along the stem which help with its growth in poor soil. On the other hand miRNA-528, -397 and -408 were expressed at much higher levels in bamboo leaf tissue. miRNA-528 is also very abundant in rice seedlings and young maize leaf tissues [47], [48]. It is expressed in maize shoot apex and leaf primordial and vasculature [49]. Through qRT-PCR, miRNA 397 and miRNA 528 were found to most abundant in the leaves of *Pinellia pedatisecta S.* [50]. The experimentally confirmed target in rice is Os06g37150 encoding an ascorbate oxidase [27], and IAA-alanine resistance protein 1 (IAR1) gene [26]. One confirmed target in maize is copper/zinc superoxide dismutase [44]. However, none of these genes’ homologs were predicted to be the targets of bamboo miRNA-528. Instead, phe-miRNA-528 more likely targets polyphenol oxidase genes including the laccase genes, another putative polyphenol oxidase, a putative peroxidase and plastocyanin-like proteins. In the meantime, miRNA-397 and miRNA-408 were predicted to target different laccases and a plastocyanin-like protein and other polyphenol oxidases, respectively. Both polyphenol oxidases and plastocyanin proteins are copper containing oxidases. miRNA-397 has been confirmed to be involved in cell wall development by down-regulating laccases in Arabidopsis and poplar [51]. Both miRNA-528 and miRNA-397 also respond to diverse biotic and abiotic stresses including low copper availability [26], [40], [41], [43]. Thus these three miRNAs that were preferentially expressed in leaf tissues may work together in regulating stress response and copper homeostasis. For example, they may down regulate the expression of copper-containing proteins to accommodate the optimum availability of copper for photosynthesis, in order to store enough energy for rapid growth.

## Supporting Information

Figure S1 Size and complexity distributions of various groups of sRNAs.
(TIF)

Figure S2 Predicted hairpin structures for all the identified known miRNAs and other general information.
(PPTX)

Figure S3 Predicted hairpin structures for all the predicted new miRNAs and other general information.
(PPTX)

Table S1 Sequences of the probes used for Northern blot analysis.

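Each probe is the reverse complement of the sRNA it detects. Table S1 lists 10 probes, of which 1 is for U6, a small nuclear RNA. The targets of the other 9 probes were all listed as exact sequences in the libraries: the 31 nt plastid sRNA, the 31 nt sRNA-1, miRNA-528, miRNA-390 and New-1 to New-5. Apart from miRNA-390, the paper reports these sRNAs from the same libraries, so their listing is no independent support. miRNA-528 (TGGAAGGGGCATGCAGAGGAG) shared its first 17 nt with 12 listed sequences, itself included, and New-2 (GGCAGGTCTGTCCTTGGCTAC) with 8. New-4 (TGGGCGAGTCTTCTTGGCTATG) shared them with 5.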

(XLSX)

Table S2 List of all the miRNAs and miRNA* that were identified through similarity search.
(XLSX)

Table S3 List of all the genomic loci of the identified miRNAs and miRNA* and the corresponding hairpin sequences.
(XLSX)

Table S4 Comparison of the abundance of all the miRNAs in leaf and root libraries.
(XLSX)

Table S5 List of the predicted targets of all known miRNAs identified in leaf and root libraries.
(XLSX)

# Supplementary material for: Small RNA Profile in Moso Bamboo Root and Leaf Obtained by High Definition Adapters
**Source:** PLoS One. 2014 Jul 31;9(7):e103590. doi: 10.1371/journal.pone.0103590

## Slide 1

miRNA 156
PH01000043	666144	666164	-
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01000043:666144-666164
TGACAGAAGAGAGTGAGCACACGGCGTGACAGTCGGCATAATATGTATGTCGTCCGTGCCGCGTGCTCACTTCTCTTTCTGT
PH01000118	666529	666547	-
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01000118:666529-666547
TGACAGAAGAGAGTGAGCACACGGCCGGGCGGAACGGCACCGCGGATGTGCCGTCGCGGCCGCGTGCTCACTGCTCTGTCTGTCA
PH01000248	650575	650593	-
TGACAGAAGAGAGTGAGC 	2	19
TGACAGAAGAGAGTGAGCA 	2	20
>PH01000248:650575-650593
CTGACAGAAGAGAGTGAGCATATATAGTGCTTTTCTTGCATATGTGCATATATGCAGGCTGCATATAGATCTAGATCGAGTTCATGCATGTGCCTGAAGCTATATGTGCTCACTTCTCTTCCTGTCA

## Slide 2

miRNA 156
PH01000534	55240	55259	-
TGACAGAAGAGAGTGGGCAC 	2	21
>PH01000534:55240-55259
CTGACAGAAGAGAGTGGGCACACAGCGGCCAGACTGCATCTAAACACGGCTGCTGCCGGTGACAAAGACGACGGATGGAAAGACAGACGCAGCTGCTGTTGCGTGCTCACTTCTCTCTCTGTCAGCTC
PH01001569	290526	290544	-
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01001569:290526-290544
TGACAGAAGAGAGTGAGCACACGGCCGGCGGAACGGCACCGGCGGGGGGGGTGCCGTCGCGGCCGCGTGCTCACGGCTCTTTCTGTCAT
PH01001793	mir156g 	149114	149132	-
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01001793:149114-149132
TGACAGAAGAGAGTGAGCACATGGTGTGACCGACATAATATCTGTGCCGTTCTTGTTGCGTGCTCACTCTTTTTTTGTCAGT

## Slide 3

miRNA 156
PH01002501	58956	58973	-
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01002501:58956-58973
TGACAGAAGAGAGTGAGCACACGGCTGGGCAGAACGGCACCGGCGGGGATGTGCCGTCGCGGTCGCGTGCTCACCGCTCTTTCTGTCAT
PH01000586	12181	12199	+
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01000586:12181-12199
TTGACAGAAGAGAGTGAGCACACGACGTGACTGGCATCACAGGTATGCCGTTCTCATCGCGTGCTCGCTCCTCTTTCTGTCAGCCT
PH01000780	82474	82492	+
TTGACAGAAGAGAGTGAGC 	1	19
 TGACAGAAGAGAGTGAGC 	2	19
TTGACAGAAGAGAGTGAGCA 	1	20
 TGACAGAAGAGAGTGAGCA 	2	20
TTGACAGAAGAGAGTGAGCAC 	1	21
 TGACAGAAGAGAGTGAGCAC 	2	21
 GACAGAAGAGAGTGAGCAC 	3	21
>PH01000780:82474-82492 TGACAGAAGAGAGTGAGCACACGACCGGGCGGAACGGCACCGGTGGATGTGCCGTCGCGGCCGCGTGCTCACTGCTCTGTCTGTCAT

## Slide 4

miRNA 156
PH01000906	369866	369884	+
TTGACAGAAGAGAGTGAGC 	1	19
TGACAGAAGAGAGTGAGC 	2	19
TTGACAGAAGAGAGTGAGCA 	1	20
TGACAGAAGAGAGTGAGCA 	2	20
TTGACAGAAGAGAGTGAGCAC 	1	21
TGACAGAAGAGAGTGAGCAC 	2	21
GACAGAAGAGAGTGAGCAC 	3	21
>PH01000906:369866-369884
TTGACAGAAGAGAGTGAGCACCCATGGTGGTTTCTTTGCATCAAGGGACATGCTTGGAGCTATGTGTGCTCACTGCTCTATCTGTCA
PH01001039	11164	11182	+
TTGACAGAAGAGAGTGAGC 	1	19
TGACAGAAGAGAGTGAGC 	2	19
TTGACAGAAGAGAGTGAGCA 	1	20
TGACAGAAGAGAGTGAGCA 	2	20
TTGACAGAAGAGAGTGAGCAC 	1	21
TGACAGAAGAGAGTGAGCAC 	2	21
GACAGAAGAGAGTGAGCAC 	3	21
>PH01001039:11164-11182
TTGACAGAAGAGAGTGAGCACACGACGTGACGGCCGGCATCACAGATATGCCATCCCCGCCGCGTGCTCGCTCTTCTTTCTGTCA
PH01001488	mir156c 	110417	110434	+
TGACAGAAGAGAGTGAGC 	1	18
TGACAGAAGAGAGTGAGCA 	1	19
TGACAGAAGAGAGTGAGCAC 	1	20
 GACAGAAGAGAGTGAGCAC 	2	20
>PH01001488:110417-110434
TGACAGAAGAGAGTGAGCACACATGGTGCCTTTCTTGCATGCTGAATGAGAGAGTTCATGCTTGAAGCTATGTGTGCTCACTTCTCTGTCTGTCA

## Slide 5

miRNA 159
PH01000228	304215	304231	-
TTTGGATTGAAGGGAGC 	236	252
TTTGGATTGAAGGGAGCTC 	236	254
TTTGGATTGAAGGGAGCTCT 	236	255
 TTGGATTGAAGGGAGCTCT 	237	255
TTTGGATTGAAGGGAGCTCTG 	236	256
TTGGATTGAAGGGAGCTCTG 	237	256
>PH01000228:304215-304231
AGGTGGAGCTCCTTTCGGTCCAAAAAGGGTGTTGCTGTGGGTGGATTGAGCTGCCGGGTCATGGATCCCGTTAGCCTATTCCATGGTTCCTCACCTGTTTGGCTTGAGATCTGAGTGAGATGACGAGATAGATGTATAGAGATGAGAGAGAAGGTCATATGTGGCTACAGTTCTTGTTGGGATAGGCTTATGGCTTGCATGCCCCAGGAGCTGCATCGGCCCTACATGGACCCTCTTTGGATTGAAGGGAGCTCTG
PH01000257	91401	91420	-
CTTGGATTGAAGGGAGCTCT 	177	196
 TTGGATTGAAGGGAGCTCT 	178	196
CTTGGATTGAAGGGAGCTCTC 	177	197
 TTGGATTGAAGGGAGCTCTC 	178	197
>PH01000257:91401-91420
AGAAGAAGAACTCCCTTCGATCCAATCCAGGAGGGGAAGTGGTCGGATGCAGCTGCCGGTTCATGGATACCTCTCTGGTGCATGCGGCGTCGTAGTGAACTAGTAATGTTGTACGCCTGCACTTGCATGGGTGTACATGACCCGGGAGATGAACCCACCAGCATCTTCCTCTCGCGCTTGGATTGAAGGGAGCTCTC
PH01000689	77184	77203	+
TTTGGATTGAAGGGAGC 	237	253
TTTGGATTGAAGGGAGCTC 	237	255
TTTGGATTGAAGGGAGCTCT 	237	256
TTGGATTGAAGGGAGCTCT 	238	256
> PH01000689:77184-77203
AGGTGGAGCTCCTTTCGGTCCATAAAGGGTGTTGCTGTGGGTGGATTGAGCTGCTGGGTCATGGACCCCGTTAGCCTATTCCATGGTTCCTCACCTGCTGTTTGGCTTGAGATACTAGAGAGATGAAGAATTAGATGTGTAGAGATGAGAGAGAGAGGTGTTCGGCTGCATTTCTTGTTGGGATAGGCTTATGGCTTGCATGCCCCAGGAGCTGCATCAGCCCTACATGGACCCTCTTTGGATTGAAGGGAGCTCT

## Slide 6

miRNA 159
PH01000697	189691	189710	+
TTTGGATTGAAGGGAGC 	198	214
TTTGGATTGAAGGGAGCTC 	198	216
TTTGGATTGAAGGGAGCTCT 	198	217
TTGGATTGAAGGGAGCTCT 	199	217
>PH01000697:189691-189710
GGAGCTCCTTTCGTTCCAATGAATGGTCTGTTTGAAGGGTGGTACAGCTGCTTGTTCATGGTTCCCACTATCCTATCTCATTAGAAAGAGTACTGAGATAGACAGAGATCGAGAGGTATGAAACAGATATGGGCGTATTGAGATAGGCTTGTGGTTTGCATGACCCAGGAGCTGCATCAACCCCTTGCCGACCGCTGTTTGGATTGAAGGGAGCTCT
PH01001252	163903	163922	+
(*)AGCTCCCTTCGATCCAATC 	1	19
CTTGGATTGAAGGGAGCTCT 	172	191
 TTGGATTGAAGGGAGCTCT 	173	191
>PH01001252:163903-163922
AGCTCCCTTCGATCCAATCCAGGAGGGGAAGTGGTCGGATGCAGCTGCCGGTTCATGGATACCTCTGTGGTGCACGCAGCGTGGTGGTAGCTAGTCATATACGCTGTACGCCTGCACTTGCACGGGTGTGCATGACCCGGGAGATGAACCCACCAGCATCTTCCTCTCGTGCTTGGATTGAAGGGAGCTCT
PH01003017	36363	36382	+
TTTGGATTGAAGGGAGC 	194	210
TTTGGATTGAAGGGAGCTC 	194	212
TTTGGATTGAAGGGAGCTCT 	194	213
TTGGATTGAAGGGAGCTCT 	195	213
>PH01003017:36363-36382
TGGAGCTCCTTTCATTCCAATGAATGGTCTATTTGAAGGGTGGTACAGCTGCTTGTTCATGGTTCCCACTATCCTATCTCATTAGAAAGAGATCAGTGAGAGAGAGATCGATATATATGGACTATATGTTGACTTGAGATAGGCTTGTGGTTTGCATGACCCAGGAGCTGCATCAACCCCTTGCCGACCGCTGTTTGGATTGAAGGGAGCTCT

## Slide 7

miRNA 160
PH01000264	503534	503554	-
TGCCTGGCTCCCTGTATGCCA 	2	22
>PH01000264:503534-503554
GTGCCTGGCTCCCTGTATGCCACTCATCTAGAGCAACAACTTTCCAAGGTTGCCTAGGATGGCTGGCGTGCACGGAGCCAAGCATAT
PH01000483	447644	447664	-
TGCCTGGCTCCCTGTATGCCA 	2	22
>PH01000483:447644-447664
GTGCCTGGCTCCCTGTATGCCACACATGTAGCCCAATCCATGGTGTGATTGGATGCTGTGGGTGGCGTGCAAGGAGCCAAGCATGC
PH01001046 	335323	335343	-
TGCCTGGCTCCCTGTATGCCA 	2	22
>PH01001046:335323-335343
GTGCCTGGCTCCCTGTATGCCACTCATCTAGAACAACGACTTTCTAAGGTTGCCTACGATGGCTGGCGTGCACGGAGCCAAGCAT

## Slide 8

miRNA 160
PH01002185	168312	168332	-
TGCCTGGCTCCCTGTATGCCA 	2	22
>PH01002185:168312-168332
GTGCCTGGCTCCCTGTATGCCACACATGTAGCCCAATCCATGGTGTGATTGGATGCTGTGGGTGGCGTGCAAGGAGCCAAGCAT
PH01003422	7769	7789	-
TGCCTGGCTCCCTGTATGCCA 	2	22
>PH01003422:7769-7789
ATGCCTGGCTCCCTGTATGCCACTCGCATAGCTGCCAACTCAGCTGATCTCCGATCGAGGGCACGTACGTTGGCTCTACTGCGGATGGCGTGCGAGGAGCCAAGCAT

## Slide 9

miRNA 160
PH01000093 	289935	289955	+
TGCCTGGCTCCCTGTATGCCA 	1	21
>PH01000093:289935-289955
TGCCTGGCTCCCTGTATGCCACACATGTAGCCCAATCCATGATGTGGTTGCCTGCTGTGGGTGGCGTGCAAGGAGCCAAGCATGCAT
PH01000331 	384075	384095	+
TGCCTGGCTCCCTGTATGCCA 	1	21
> PH01000331:384075-384095
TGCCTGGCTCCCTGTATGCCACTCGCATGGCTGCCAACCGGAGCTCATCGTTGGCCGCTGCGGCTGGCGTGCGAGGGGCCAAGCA
PH01000500 	301026	301046	+
TGCCTGGCTCCCTGTATGCCA 	1	21
>PH01000500:301026-301046
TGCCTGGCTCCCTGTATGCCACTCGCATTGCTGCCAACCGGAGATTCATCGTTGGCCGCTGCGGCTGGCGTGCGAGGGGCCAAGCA

## Slide 10

miRNA 160
PH01000702	419965	419985	+
TGCCTGGCTCCCTGTATGCCA 	1	21
>PH01000702:419965-419985
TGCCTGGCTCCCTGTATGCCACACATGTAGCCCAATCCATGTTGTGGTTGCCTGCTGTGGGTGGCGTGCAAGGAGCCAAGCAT
PH01001260	274958	274978	+
TGCCTGGCTCCCTGTATGCCA 	1	21
>PH01001260:274958-274978
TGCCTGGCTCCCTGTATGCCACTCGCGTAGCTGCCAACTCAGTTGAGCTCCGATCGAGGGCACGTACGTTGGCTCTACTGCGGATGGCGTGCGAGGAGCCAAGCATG

## Slide 11

miRNA 162
PH01000089	874188	874207	-
TCGATAAACCTCTGCATCCG 	115..134
TCGATAAACCTCTGCATCCGG 	115..135
>PH01000089:874188-874207
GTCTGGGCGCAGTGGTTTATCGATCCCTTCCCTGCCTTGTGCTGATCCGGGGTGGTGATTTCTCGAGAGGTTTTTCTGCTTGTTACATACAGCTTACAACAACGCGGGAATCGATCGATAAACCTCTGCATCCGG
PH01000255	671024	671043	-
TCGATAAACCTCTGCATCCG 	111	130
TCGATAAACCTCTGCATCCGG 	111	131
>PH01000255:671024-671043
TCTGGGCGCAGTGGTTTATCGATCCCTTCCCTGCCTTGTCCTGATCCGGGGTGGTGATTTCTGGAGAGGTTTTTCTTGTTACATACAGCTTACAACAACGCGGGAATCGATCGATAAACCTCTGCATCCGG
PH01000192	49634	49654	+
TCGATAAACCTCTGCATCCAG 	135	155
>PH01000192:49634-49654
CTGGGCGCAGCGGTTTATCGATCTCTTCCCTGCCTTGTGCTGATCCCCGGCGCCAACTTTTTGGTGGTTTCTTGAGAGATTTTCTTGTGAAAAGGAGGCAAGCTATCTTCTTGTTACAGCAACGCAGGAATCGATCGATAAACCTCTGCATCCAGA

## Slide 12

miRNA 164
PH01000206	20534	20554	-
TGGAGAAGCAGGGTACGTGCA 	2	22
>PH01000206:20534-20554
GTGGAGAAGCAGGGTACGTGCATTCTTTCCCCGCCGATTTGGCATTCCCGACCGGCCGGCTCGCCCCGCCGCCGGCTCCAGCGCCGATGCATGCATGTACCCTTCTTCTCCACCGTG
PH01000268	 214841 	214861	-
TGGAGAAGCAGGGCACGTGCA 	2	22
>PH01000268:214841-214861
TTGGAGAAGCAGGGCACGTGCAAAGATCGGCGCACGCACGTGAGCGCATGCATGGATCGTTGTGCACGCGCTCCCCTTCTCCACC
PH01000364	717875	717895	-
TGGAGAAGCAGGGTACGTGCA 	2	22
>PH01000364:717875-717895
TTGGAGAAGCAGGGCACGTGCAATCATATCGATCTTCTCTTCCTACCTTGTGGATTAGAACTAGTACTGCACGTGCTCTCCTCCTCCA

## Slide 13

miRNA 164
PH01000433	356066	356086	-
TGGAGAAGCAGGGCACGTGCA 	2	22
>PH01000433:356066-356086
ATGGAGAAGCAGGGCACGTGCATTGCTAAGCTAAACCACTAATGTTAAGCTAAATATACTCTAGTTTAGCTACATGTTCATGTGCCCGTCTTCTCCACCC
PH01001037	154568	154588	-
TGGAGAAGCAGGGTACGTGCA 	2	22
> PH01001037:154568-154588
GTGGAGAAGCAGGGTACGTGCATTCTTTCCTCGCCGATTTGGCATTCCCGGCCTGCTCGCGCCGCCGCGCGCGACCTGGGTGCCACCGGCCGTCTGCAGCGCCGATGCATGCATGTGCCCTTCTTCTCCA
PH01002214	125347	125367	-
TGGAGAAGCAGGGCACGTGCA 	2	22
> PH01002214:125347-125367
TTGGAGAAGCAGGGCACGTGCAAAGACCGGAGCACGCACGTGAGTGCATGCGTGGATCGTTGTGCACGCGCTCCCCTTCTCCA

## Slide 14

miRNA 164
PH01002214	125347	125367	-
TGGAGAAGCAGGGCACGTGCA 	2	22
>PH01002214:125347-125367
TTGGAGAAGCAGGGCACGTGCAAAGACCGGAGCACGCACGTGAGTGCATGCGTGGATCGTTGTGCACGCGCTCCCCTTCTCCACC
PH01000206	10772	10792	+
TGGAGAAGCAGGGTACGTGCA 	2	22
>PH01000206:10772-10792
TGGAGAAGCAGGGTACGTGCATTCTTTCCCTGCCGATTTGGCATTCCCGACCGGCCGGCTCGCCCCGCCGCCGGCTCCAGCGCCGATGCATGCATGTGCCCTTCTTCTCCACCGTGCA
PH01000206	11386	11406	+
TGGAGAAGCAGGGTACGTGCA 	2	22
>PH01000206:11386-11406
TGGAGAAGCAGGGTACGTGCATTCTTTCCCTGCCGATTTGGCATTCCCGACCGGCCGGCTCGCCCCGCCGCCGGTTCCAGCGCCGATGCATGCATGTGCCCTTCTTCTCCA

## Slide 15

miRNA 164
PH01000292	256377	256397	+
TGGAGAAGCAGGGCACGTGAA 	1	21
>PH01000292:256377-256397
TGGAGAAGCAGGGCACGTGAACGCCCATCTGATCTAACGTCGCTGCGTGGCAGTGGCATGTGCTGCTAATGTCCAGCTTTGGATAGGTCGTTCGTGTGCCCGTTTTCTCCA
PH01001445	125699	125719	+
TGGAGAAGCAGGGCACGTGCA 	1	21
>PH01001445:125699-125719
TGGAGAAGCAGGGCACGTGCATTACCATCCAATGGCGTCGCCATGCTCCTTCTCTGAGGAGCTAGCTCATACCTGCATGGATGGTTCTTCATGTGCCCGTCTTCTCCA

## Slide 16

miRNA 164
PH01001587	52167	52187	+
TGGAGAAGCAGGGCACGTGAA 	1	21
>PH01001587:52167-52187
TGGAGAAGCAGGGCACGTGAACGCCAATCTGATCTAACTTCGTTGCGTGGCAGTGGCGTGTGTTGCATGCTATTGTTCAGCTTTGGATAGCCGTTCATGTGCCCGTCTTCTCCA
PH01002569	40820	40840	+
TGGAGAAGCAGGGCACGTGCA 	1	21
>PH01002569:40820-40840
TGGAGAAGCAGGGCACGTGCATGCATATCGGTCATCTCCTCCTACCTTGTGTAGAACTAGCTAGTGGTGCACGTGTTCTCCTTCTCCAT
PH01002835	95901	95921	+
TGGAGAAGCAGGGCACGTGCA 	1	21
>PH01002835:95901-95921
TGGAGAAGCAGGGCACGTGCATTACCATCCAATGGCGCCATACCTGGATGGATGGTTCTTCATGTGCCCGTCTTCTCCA

## Slide 17

miRNA 166
PH01000017	1177240	1177260	-
(*) GGAATGTTGTCTGGTTCAAGG 	2	22
>PH01000017:1177240-1177260
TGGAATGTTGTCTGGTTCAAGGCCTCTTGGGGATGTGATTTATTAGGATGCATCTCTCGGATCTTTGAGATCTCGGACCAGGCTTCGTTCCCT
PH01000276	377275	377295	-
TCTCGGACCAGGCTTCATTCC 	 122	142
 TCGGACCAGGCTTCATTCCCC 124	144
>PH01000276:377275-377295
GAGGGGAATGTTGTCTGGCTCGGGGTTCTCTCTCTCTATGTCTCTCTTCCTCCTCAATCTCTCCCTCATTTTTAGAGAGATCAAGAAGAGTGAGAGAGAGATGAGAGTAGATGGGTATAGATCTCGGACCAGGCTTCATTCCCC
PH01000299		769319	769339	-
TCGGACCAGGCTTCATTCCCC 	65	85
>PH01000299:769319-769339
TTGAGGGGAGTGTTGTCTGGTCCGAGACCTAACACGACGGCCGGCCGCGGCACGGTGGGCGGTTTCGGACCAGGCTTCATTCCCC

## Slide 18

miRNA 166
PH01000554	85078	85098	-
TCGGACCAGGCTTCATTCCCC 	78	98
>PH01000554:85078-85098
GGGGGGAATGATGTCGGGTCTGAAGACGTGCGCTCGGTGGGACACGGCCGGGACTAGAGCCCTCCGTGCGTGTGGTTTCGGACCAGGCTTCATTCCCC
PH01000958	454632	454652	-
TCTCGGACCAGGCTTCATTCC 	96	116
>PH01000958:454632-454652
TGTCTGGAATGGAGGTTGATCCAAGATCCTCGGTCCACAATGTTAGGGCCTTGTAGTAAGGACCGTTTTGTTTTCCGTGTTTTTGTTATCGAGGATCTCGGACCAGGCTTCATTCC

## Slide 19

miRNA 166
PH01001411	351471	351491	-
(*) GGAATGTTGTCTGGTTCAAGG 	8	28
TCTCGGACCAGGCTTCATTCC 	 93	113
 TCGGACCAGGCTTCATTCCCC 	 95	115
>PH01001411:351471-351491
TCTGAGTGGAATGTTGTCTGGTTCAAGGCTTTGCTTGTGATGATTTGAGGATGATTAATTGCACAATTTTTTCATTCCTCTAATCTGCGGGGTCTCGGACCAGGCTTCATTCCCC
PH01005158	36955	36975	-
TCGGACCAGGCTTCATTCCCC 	78	98
>PH01005158:36955-36975 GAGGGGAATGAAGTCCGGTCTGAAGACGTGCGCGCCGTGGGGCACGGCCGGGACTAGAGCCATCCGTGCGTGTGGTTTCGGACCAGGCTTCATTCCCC

## Slide 20

miRNA 166
PH01000103	331105	331125	+
TCTCGGACCAGGCTTCATTCC 	62	82
TCGGACCAGGCTTCATTCCCC 	64	84
>PH01000103:331105-331125
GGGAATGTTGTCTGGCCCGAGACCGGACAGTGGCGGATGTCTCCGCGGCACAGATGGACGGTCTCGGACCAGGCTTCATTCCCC
PH01000312	369119	369139	+
TCGGACCAGGCTTCATTCCCC 	74	94
>PH01000312:369119-369139
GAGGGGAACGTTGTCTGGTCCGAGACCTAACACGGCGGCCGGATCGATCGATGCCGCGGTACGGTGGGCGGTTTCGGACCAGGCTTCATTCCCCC
PH01000327	581700	581720	+
TCTCGGACCAGGCTTCATTCC 	114	134
TCGGACCAGGCTTCATTCCCC 	116	136
>PH01000327:581700-581720
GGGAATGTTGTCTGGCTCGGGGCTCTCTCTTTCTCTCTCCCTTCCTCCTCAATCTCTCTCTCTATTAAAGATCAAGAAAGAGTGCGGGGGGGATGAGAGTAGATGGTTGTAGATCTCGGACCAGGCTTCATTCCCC

## Slide 21

miRNA 166
PH01001565	46553	46573	+
TCTCGGACTAGGCTTCATTCC 	95	115
>PH01001565:46553-46573
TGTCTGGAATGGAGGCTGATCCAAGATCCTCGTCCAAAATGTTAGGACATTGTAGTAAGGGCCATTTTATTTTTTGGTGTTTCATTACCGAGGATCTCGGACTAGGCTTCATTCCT
PH01002030	164182	164202	+
(*)GGAATGTTGTCTGGTTCAAGG 	1..21
TCTCGGACCAGGCTTCATTCC 	84..104
TCGGACCAGGCTTCATTCCCC 	86..106
>PH01002030:164182-164202
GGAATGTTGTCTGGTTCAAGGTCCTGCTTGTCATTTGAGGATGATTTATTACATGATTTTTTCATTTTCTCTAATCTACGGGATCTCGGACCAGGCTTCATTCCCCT
PH01003256		119654	119674	+
(*)GGAATGTTGTCTGGCTCGAG 	4..23
(*)GGAATGTTGTCTGGCTCGAGG	4..24
TCTCGGACCAGGCTTCATTCC 		58..78
TCGGACCAGGCTTCATTCCCC 		60..80
>PH01003256:119654-119674
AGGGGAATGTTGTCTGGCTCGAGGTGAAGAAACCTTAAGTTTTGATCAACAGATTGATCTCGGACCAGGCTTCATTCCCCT

## Slide 22

miRNA 167
PH01000072	604147	604168	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGA 	2	23
>PH01000072:604147-604168
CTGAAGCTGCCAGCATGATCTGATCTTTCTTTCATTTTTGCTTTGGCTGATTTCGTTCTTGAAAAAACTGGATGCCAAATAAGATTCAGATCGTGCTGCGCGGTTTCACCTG
PH01000095	509737	509758	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000095:509737-509758
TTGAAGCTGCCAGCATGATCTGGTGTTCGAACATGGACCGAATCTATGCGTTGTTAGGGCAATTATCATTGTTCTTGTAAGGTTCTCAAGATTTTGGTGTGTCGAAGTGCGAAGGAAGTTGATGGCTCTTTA
PH01000105	1016603	1016622	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000105:1016603-1016622
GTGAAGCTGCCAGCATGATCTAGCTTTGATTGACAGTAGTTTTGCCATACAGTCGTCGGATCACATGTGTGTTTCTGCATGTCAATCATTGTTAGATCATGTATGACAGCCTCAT

## Slide 23

miRNA 167
PH01000123	803290	803308	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000123:803290-803308
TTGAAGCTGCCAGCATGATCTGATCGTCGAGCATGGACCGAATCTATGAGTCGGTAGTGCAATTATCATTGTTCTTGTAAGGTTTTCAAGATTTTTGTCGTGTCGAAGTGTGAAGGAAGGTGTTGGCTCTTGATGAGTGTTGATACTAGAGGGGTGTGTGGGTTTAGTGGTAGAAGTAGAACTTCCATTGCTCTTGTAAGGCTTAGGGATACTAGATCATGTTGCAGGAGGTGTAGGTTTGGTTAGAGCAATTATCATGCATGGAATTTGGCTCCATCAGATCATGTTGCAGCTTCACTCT
PH01000208	536373	536391	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000208:536373-536391
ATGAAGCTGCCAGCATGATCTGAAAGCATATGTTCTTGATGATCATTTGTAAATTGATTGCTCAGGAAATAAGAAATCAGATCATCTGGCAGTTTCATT

## Slide 24

miRNA 167
PH01000546	455019	455037	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000546:455019-455037
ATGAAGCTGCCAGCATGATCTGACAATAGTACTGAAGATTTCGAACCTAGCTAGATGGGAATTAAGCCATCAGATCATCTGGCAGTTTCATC
PH01000775	271258	271276	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01000775:271258-271276
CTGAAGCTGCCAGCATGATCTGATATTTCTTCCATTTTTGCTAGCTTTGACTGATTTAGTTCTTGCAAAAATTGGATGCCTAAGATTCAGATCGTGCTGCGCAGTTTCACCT
PH01001006	362572	362590	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01001006:362572-362590
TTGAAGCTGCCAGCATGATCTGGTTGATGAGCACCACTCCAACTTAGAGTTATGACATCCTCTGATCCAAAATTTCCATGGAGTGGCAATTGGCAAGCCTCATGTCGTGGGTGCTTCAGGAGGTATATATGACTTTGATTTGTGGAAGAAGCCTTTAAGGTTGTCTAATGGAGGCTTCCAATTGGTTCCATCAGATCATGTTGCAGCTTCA

## Slide 25

miRNA 167
PH01002884	5425	5443	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
>PH01002884:5425-5443
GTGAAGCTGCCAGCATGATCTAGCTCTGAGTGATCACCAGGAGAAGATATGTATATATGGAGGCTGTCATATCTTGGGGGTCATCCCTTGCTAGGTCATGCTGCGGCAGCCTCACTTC
PH01003236	160032	160050	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGG 	2	23
>PH01003236:160032-160050
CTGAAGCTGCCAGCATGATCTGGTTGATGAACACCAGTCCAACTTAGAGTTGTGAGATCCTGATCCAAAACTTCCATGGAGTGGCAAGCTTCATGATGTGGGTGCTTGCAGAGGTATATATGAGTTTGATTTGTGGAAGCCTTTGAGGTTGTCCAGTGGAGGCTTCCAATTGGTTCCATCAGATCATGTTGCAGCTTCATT

## Slide 26

miRNA 167
PH01162033	519	537	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGA 	2	23
>PH01162033:519-537
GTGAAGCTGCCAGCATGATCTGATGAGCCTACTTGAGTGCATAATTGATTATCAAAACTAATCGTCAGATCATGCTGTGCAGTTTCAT
PH01265105	262	280	-
TGAAGCTGCCAGCATGATC 	2	20
TGAAGCTGCCAGCATGATCT 	2	21
TGAAGCTGCCAGCATGATCTG 	2	22
TGAAGCTGCCAGCATGATCTGA 	2	23
>PH01265105:262-280 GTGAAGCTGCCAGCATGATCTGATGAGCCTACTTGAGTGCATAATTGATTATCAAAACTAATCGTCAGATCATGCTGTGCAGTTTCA
The last 2 are the same – but they belong to different contigs.

## Slide 27

miRNA 167
PH01000025	1380033	1380054	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
>PH01000025:1380033-1380054
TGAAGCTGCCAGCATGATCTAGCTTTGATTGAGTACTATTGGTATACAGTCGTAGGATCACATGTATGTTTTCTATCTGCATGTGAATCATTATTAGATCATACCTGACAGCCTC
PH01000174	371984	372003	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
>PH01000174:371984-372003
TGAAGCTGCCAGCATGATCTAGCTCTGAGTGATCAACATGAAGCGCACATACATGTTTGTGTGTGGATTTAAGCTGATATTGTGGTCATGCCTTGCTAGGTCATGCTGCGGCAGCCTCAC

## Slide 28

miRNA 167
PH01000194	665524	665545	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
TGAAGCTGCCAGCATGATCTG 	1	21
TGAAGCTGCCAGCATGATCTGA 	1	22
>PH01000194:665524-665545
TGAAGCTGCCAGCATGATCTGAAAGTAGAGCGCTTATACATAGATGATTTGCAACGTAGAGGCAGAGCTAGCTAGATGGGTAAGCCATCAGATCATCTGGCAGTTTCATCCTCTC
PH01001758	231606	231625	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
>PH01001758:231606-231625
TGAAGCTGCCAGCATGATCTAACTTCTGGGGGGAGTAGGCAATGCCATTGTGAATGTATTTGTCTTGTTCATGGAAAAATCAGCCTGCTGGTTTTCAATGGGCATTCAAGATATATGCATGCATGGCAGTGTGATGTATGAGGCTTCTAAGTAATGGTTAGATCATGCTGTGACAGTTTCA

## Slide 29

miRNA 167
PH01001913	252366	252385	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
>PH01001913:252366-252385
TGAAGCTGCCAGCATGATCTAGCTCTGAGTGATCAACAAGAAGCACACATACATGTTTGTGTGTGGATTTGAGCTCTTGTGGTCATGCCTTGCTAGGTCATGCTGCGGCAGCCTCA
PH01002764	1280	1301	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
TGAAGCTGCCAGCATGATCTG 	1	21
TGAAGCTGCCAGCATGATCTGA 	1	22
>PH01002764:1280-1301
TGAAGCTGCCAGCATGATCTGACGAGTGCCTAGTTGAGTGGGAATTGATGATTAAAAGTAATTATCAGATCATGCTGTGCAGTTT
PH01002850	88535	88554	+
TGAAGCTGCCAGCATGATC 	1	19
TGAAGCTGCCAGCATGATCT 	1	20
>PH01002850:88535-88554
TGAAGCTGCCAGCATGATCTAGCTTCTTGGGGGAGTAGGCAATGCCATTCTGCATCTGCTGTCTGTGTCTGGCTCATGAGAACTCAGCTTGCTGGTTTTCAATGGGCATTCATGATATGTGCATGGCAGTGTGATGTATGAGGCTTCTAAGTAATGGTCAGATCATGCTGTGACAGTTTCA

## Slide 30

miRNA 168
PH01000585	406038	406055	-
TCGCTTGGTGCAGATCGG 	3	20
TCGCTTGGTGCAGATCGGG 	3	21
TCGCTTGGTGCAGATCGGGA 	3	22
TCGCTTGGTGCAGATCGGGAC 	3	23
(*)CCCGCCTTGCACCAAGTG 			50	67
(*) CCCGCCTTGCACCAAGTGA 		50	68		0
(*) CCCGCCTTGCACCAAGTGAA 		50	69		0
(*) GATCCCGCCTTGCACCAAGTGAAT 		47	70		0
(*) CCCGCCTTGCACCAAGTGAAT 		50	70		0
>PH01000585:406038-406055
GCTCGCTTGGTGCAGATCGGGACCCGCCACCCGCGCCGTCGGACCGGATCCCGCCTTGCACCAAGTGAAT
PH01000280	263252	263271	+
TCGCTTGGTGCAGATCGG 	1	18
TCGCTTGGTGCAGATCGGG 	1	19
TCGCTTGGTGCAGATCGGGA 	1	20
TCGCTTGGTGCAGATCGGGAC 	1	21
(*)CCCGCCTTGCACCAAGTG	48	65
(*)CCCGCCTTGCACCAAGTGA 	48	66
>PH01000280:263252-263271
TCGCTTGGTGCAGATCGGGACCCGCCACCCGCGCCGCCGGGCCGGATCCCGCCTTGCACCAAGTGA

## Slide 31

miRNA 169
PH01000289	15734	15754	-
(*)CAGCCAAGGATGACTTGCCGC 	2	22
GGCAAGTCTGTCCTTGGCTA 	73	92
GGCAAGTCTGTCCTTGGCTAC 	73	93
GCAAGTCTGTCCTTGGCTAC 	74	93
GGCAAGTCTGTCCTTGGCTACA 	73	94
>PH01000289:15734-15754
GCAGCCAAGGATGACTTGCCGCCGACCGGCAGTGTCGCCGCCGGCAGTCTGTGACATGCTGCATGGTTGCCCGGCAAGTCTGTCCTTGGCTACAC
PH01000289	65914	65934	-
(*)CAGCCAAGGATGACTTGCCGC 	2	22
GGCAAGTCTGTCCTTGGCTA 	73	92
GGCAAGTCTGTCCTTGGCTAC 	73	93
GCAAGTCTGTCCTTGGCTAC 	74	93
GGCAAGTCTGTCCTTGGCTACA 	73	94
>PH01000289:65914-65934
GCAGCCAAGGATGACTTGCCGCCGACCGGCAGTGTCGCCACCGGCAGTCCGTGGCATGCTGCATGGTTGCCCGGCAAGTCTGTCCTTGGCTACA

## Slide 32

miRNA 169
PH01000289	120783	120803	-
(*)CAGCCAAGGATGACTTGCCGC 	2	22
GGCAAGTCTGTCCTTGGCTA 	74	93
GGCAAGTCTGTCCTTGGCTAC 	74	94
GCAAGTCTGTCCTTGGCTAC 	75	94
GGCAAGTCTGTCCTTGGCTACA 	74	95
>PH01000289:120783-120803
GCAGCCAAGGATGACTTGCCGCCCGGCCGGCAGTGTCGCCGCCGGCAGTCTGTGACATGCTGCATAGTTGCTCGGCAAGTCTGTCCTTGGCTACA
PH01000917	109243	109263	-
(*)CAGCCAAGGATGACTTGCCGG 	2	22
>PH01000917:109243-109263
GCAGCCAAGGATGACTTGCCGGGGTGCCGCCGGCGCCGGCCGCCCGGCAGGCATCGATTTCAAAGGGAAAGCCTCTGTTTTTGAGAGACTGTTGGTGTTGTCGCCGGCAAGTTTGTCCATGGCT

## Slide 33

miRNA 169
PH01000224	320830	320851	+
(*)CAGCCAAGGATGACTTGCCGG 	1	21
>PH01000224:320830-320851
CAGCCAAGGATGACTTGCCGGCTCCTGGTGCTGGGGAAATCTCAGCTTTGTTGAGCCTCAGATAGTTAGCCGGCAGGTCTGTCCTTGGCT
PH01000450	474608	474628	+
(*)CAGCCAAGGATGACTTGCCGG 	1	21
>PH01000450:474608-474628
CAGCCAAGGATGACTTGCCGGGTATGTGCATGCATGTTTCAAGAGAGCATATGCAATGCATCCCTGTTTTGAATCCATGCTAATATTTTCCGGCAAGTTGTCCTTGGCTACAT

## Slide 34

miRNA 169
PH01003459	60524	60545	+
(*)CAGCCAAGGATGACTTGCCGC 	1	21
GGCAAGTCTGTCCTTGGCTA 		73	92
GGCAAGTCTGTCCTTGGCTAC 		73	93
GCAAGTCTGTCCTTGGCTAC 		74	93
GGCAAGTCTGTCCTTGGCTACA 		73	94
>PH01003459:60524-60545
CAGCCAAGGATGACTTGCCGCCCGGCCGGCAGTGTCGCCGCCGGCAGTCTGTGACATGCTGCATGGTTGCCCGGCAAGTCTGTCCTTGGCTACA
PH01003804	20354	20374	+
(*)CAGCCAAGGATGACTTGCCGG 	1	21
> PH01003804:20354-20374
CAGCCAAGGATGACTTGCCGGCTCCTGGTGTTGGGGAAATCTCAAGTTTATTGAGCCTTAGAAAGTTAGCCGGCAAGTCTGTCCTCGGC

## Slide 35

miRNA 171
PH01001939	153239	153259	-
TGATTGAGCCGTGCCAATATC 	62	82
> PH01001939:153239-153259
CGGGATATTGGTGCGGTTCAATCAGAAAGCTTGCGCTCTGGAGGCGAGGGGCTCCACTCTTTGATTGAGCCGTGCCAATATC
PH01000059	1397272	1397292	+
TGATTGAGCCGTGCCAATATC 	102	122
> PH01000059:1397272-1397292
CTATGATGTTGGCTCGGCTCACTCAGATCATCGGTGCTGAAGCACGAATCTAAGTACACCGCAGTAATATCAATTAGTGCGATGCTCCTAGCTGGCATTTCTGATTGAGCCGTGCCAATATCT

## Slide 36

miRNA 171
PH01000170	35428	35448	+
TGATTGAGCCGTGCCAATATC 	93	113
> PH01000170:35428-35448
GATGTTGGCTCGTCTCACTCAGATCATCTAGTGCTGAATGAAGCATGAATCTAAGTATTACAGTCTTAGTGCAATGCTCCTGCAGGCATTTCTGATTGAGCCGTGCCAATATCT
PH01000390	349074	349094	+
TGATTGAGCCGTGCCAATATC 	80	100
> PH01000390:349074-349094
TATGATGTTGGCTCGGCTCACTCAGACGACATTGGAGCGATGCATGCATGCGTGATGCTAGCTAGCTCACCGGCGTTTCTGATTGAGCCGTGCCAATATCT

## Slide 37

miRNA 171
PH01001125	390895	390915	+
TGATTGAGCCGTGCCAATATC 	86	106
> PH01001125:390895-390915
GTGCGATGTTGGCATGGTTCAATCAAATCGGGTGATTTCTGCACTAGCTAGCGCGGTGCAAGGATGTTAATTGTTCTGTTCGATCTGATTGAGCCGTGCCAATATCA
PH01001439	341610	341630	+
TGATTGAGCCGTGCCAATATC 	80	100
> PH01001439:341610-341630
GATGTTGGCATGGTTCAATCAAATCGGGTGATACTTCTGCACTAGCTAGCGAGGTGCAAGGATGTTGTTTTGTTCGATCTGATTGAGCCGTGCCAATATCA

## Slide 38

miRNA 171
PH01001475	187897	187917	+
TGATTGAGCCGTGCCAATATC 	63	83
> PH01001475:187897-187917 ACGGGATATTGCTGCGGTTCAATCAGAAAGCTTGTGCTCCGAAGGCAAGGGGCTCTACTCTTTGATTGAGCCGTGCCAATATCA
PH01003493	108027	108047	+
TGATTGAGCCGTGCCAATATC 	84	104
> PH01003493:108027-108047
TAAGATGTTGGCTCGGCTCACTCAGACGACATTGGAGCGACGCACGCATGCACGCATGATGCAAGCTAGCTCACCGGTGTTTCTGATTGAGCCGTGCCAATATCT
PH01003786	44121	44141	+
TGATTGAGCCGTGCCAATATC 	60	80
> PH01003786:44121-44141
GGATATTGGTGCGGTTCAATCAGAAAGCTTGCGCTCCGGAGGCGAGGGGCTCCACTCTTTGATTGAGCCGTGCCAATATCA

## Slide 39

miRNA 171
PH01004538	30513	30533	+
TGATTGAGCCGTGCCAATATC 	60	80
> PH01004538:30513-30533
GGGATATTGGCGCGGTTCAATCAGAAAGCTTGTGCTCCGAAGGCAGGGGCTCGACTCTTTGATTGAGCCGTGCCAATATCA
PH01004947	54566	54588	+
TTGAGTCGAGCCAATATCACATC 	59	81
> PH01004947:54566-54588
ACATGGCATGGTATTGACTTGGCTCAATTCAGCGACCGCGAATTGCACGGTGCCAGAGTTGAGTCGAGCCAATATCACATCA
PH01255388	283	303	+
TGATTGAGCCGTGCCAATATC 	96	116
> PH01255388:283-303
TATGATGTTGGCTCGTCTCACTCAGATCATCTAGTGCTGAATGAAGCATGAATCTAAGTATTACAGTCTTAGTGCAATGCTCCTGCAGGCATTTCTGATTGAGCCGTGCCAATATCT

## Slide 40

miRNA 319
PH01000130	142999	143020	-
TTGGACTGAAGGGTGCTCCCT 	153	173
TTGGACTGAAGGGTGCTCCCTC 	153	174
> PH01000130:142999-143020
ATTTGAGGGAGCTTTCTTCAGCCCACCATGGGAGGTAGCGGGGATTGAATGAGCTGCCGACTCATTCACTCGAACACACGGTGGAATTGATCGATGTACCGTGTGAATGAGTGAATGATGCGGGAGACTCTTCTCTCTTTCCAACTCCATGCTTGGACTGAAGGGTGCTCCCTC
PH01000228	304213	304230	-
TTGGATTGAAGGGAGCTC 	233	250
> PH01000228:304213-304230
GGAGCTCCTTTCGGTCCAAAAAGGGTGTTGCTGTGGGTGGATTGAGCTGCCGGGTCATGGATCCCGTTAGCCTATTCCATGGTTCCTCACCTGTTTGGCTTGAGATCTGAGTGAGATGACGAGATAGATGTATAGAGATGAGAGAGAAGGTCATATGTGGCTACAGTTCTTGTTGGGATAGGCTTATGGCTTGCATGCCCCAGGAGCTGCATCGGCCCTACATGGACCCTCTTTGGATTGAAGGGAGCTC
PH01000257	91402	91419	-
TTGGATTGAAGGGAGCTC 	174	191
> PH01000257:91402-91419
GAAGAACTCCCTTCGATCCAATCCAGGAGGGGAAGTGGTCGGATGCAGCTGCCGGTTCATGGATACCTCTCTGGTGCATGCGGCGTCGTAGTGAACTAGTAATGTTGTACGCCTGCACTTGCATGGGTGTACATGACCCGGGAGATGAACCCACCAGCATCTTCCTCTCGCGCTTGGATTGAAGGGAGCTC

## Slide 41

miRNA 319
PH01001252	136465	136485	-
TTGGACTGAAGGGTGCTCCCT 	151	171
TTGGACTGAAGGGTGCTCCCTC 	151	172
> PH01001252:136465-136485
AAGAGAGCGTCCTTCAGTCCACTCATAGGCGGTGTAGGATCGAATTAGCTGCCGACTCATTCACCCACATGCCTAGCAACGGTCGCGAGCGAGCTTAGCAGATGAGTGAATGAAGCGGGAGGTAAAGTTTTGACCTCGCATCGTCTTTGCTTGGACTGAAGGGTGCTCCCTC
PH01000046	1025564	1025585	+
TTGGACTGAAGGGTGCTCCCT 	164	184
TTGGACTGAAGGGTGCTCCCTC 	164	185
> PH01000046:1025564-1025585
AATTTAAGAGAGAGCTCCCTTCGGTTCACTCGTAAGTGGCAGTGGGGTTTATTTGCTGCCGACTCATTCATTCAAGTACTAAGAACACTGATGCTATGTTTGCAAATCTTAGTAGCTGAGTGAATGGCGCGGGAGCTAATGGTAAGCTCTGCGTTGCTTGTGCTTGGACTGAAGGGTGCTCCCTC
PH01000182	85681	85701	+
TTGGACTGAAGGGTGCTCCCT 	156	176
> PH01000182:85681-85701
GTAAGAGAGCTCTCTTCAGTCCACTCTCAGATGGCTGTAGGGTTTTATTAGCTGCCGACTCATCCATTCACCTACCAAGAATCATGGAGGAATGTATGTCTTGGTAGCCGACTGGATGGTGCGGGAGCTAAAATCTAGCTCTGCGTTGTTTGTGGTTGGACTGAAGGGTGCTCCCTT

## Slide 42

miRNA 319
PH01000257	162218	162239	+
TTGGACTGAAGGGTGCTCCCT 	153	173
TTGGACTGAAGGGTGCTCCCTC 	153	174
> PH01000257:162218-162239
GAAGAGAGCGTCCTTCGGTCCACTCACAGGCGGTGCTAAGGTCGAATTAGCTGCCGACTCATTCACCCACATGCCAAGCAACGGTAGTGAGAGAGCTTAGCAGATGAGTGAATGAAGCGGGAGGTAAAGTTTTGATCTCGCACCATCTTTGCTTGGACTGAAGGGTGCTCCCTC
PH01000568	358151	358171	+
TTGGACTGAAGGGTGCTCCCT 	157	177
> PH01000568:358151-358171
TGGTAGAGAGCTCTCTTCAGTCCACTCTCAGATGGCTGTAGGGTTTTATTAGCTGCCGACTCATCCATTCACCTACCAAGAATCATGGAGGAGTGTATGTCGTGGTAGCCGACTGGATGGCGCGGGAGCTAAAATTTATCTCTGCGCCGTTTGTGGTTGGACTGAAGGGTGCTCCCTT
PH01000689	77184	77201	+
TTGGATTGAAGGGAGCTC 	237	254
> PH01000689:77184-77201
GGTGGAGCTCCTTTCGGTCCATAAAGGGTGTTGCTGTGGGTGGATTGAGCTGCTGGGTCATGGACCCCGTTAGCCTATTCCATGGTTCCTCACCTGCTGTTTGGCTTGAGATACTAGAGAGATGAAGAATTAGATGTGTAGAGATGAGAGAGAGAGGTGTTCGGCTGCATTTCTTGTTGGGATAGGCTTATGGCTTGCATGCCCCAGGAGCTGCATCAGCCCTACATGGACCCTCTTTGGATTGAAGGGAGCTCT

## Slide 43

How the deposited data were processed for this re-analysis (not part of the article)

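Small RNA from the roots and from the leaves of moso bamboo seedlings was sequenced as 2 libraries, 1 per tissue, each from a pool of 15 plants. There were no replicates, so no test compared the tissues. The authors kept reads without N, removed the 3′ adapter by its first bases, trimmed the HD tags and matched the sequences without mismatches to bamboo genome version 1.0. They deposited a table with 1 row per distinct sequence, and only the sequence itself, which is not a measured value, was used. The table held 2616609 sequences of 17 to 33 nt. Whether the authors kept only sequences that match the genome is not given in the sources used here. The table has fewer sequences than the paper's 2929630 unique sequences of the root library. Its size lies between the paper's number of unique genome matching sequences of the root library and the sum of these numbers over both libraries (Table 1), the range a table of genome matching sequences would have. If the table was filtered so, a sequence that does not match the genome would be absent from it even if it was read.

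The table also has 2 columns of per-sample values that were not used. Their names match no sample label and no library name of the paper, and a column was to be used only where its name matched. The analyses set before the data were examined had assumed read numbers for each library. Fold changes between root and leaf, complexity, the 100 most abundant sequences, shares of reads and plastid shares were therefore left out. Of 59 alternatives set before the data were examined, 2 were run and 1, the size classes by unique sequences, became the measure used. No genome or plastid genome was used. Table 1 of the paper gives the total reads of each library, but the reads behind each listed sequence were not used, and the number of distinct sequences is a lower bound on the reads. The sums of the unused columns and their values for a few sequences were seen before the columns were left out. For the sequences of Table S2 among these, the values of 1 column equalled the raw reads that Table S2 gives for root, and those of the other column the raw reads it gives for leaf. A match of values was not taken as a basis for assigning a column, and none of these values entered a result.

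The sequences to be named were those of Tables 3, 4, S1 and S2, and a list of other conserved miRNAs, all fixed before the data were examined. The parts of that rule that rank sequences by reads could not be followed. A miRNA counted as listed when its exact sequence was in the table. A length variant shares its first 17 nt and runs at most 2 nt longer, and its later bases may differ. The 3 hairpins of miR444 carry no family name of their own in the copy of Table S3 used here and were assigned by the miR444 sequences they hold. Hairpins from Table S3 and Fig. S3 were folded with RNAfold of ViennaRNA 2.7.2 at its default settings. The expected miRNA* was placed opposite the miRNA with 2 nt overhangs at the 3′ ends. A listed sequence of 19 to 24 nt counted when both of its ends were within 2 nt of that place, and the same places moved by 6 nt served as a comparison. A moved place outside the hairpin could hold no sequence, which limits this comparison. Transcripts were extended from a 31 nt sRNA by the base that most sequences carried after an overlap of 16 nt. The finding of the miRNA* place and the extension were tested on simulated data. The planted miRNA* was found in 200 of 200 simulated hairpins, a loop sequence was taken for one in 0 of 200, and 200 of 200 simulated transcripts were extended without a wrong base. The simulated stems were perfectly paired, the miRNA* was planted by the same rule, and the loop sequence began far from the place. Each simulated transcript was extended from its own pieces alone. These outcomes check the code only and give no error rate for real hairpins or for the table. Shares have exact Clopper-Pearson 95% intervals from scipy 1.17.1, which treat distinct sequences as independent draws and cover counting error only. Scripts ran in Python 3.11.15 with numpy 2.4.6. The alternatives tried were other tolerances for the miRNA* place, other overlaps for the extension, other bounds for the sRNA-1 series, mismatches for the TAS-targeting miRNAs, and the size classes without the sRNA-1 series or without shorter copies of longer sequences.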

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

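The sequences searched here were listed before the data were examined, and the comparison with shuffled sequences was chosen after they were seen. The paper does not report miR172, miR393, miR394 and miR529, whose exact sequences were listed. It names only known families above a limit of normalized abundance, while here a sequence counted whatever its reads. The listing therefore does not show that the paper missed these families. miR172, which regulates AP2 transcription factors, had 7 sequences of 18 to 23 nt that shared its first 17 nt, itself included. miR393, which regulates auxin receptors, had 5 such sequences, miR529, which regulates SPL transcription factors, had 5, and miR394 had 3. These are mostly lengths of the same RNA, and their number is no measure of level. The exact sequences of miR395, miR530 and miR2275 used here were not listed. However, 3 listed sequences hold bases 3 to 18 of miR395 and 1 lies within 2 mismatches of miR2275, while miR530 had neither.

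tasiR-ARF is the ta-siRNA that is cut from TAS3 after cleavage by miR390 and targets auxin response factors. Its first 12 bases, TTCTTGACCTTG, opened 4 sequences of 20 to 22 nt, among them TTCTTGACCTTGTAAGACCCA. Of 1000 shuffled forms of these 12 bases, 0 opened as many sequences, and the highest number was 2. Some of the 4 are lengths of the same RNA. With length variants counted once, by their first 17 nt, 2 remained, and 0 of the 1000 shuffled forms had as many, with 1 as the highest. The origin of these sequences was not tested, because no genome was used.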

How the results depend on the processing

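The alternatives were chosen after seeing the data, except the 24 mer share without the sRNA-1 series and the mismatches for the TAS-targeting miRNAs. Of 22 alternatives over 11 results, 15 left a count within 1.5 times or a share within its 95% interval, and 7 moved it further (for rbcL and the length of the sRNA-1 transcript, only an identical result was taken as unmoved). Without sequences that are the start of a longer one, the share of 24 mers was 50.1%, that of 21 mers 5.67% and that of 31 mers 1.31%, and the cause was not tested. The sRNA-1 series had 27 sequences with 0 mismatches and 187 from 17 to 33 nt, as the narrower and wider bounds are built to give. With the exact miRNA* place, 50 hairpins had a sequence there, since the exact place allows fewer ends, and 69 had one within 1 nt. Counted as separate loci, 77 had one. With length variants counted once, 2 sequences opened with the tasiR-ARF core, as nested lengths fall together. The new miRNAs with such a sequence were 4 or 5 under every tolerance. The distance of 59 nt to rbcL held at overlaps of 12 and 20 nt, and 1 TAS-targeting miRNA was listed with up to 2 mismatches. Another alternative set before the data were examined, the size classes by unique sequences, became the measure used. The other 56 were not run as set, because they need the read numbers of each library, a genome, or a result that rests on these. Depth and the unknown filter limit every absence, and no statement on levels or tissues can be drawn from these values. No paired analysis was possible because each tissue had 1 library.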

Differences from the paper's values

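The paper reports 13 precursor loci with both miRNA and miRNA*, and 82 hairpins had a listed sequence at the miRNA* place here. The paper's number is over its own miRNA and miRNA* variants, while here any listed sequence of 19 to 24 nt within 2 nt of the place counted, whatever its reads. No alternative for this number was set before the data were examined. The tolerances chosen after seeing the values gave 50 for the exact place and 69 within 1 nt, and sequences of 17 to 33 nt gave 82 again. Counted as separate loci, also chosen after seeing the values, 77 had such a sequence. None of these comes within 1.5 times of the paper's number. Of the 13 hairpins that the paper marks in Table S3, 11 had a sequence at the place. For the miR156 hairpin on contig PH01000906, the miRNA* of Table S2 was listed but lies whole in no hairpin of Table S3. It therefore could not count. The miR166 hairpin on contig PH01000017 holds only a miRNA* and no miRNA of Table S2. It was therefore not among the hairpins that hold a miRNA of Table S2.

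The paper states that none of miRNA-390, miRNA-482 and miRNA-828 was found in either library. The exact sequence of miRNA-390 was listed in the table of both libraries, with 2 sequences that share its first 17 nt, itself included. A sequence counted here whatever its reads. The paper also found a potential gene for miRNA-390 in the genome, but could not detect miRNA-390 by northern blot. miRNA-482 and miRNA-828 were not listed, as the paper states.

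The paper gives 141 precursor loci and Table S3 held 140 hairpins here. The paper gives 22 miRNA families above a limit of normalized abundance. Table S2 held 23 family names, each with a listed sequence, counted here without such a limit.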

Other observations

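The comparisons of New-1 to New-5 and the tests of miRNA-390 were chosen after the result was seen, and the test of sRNA-1 before. New-1 and New-2 are also in Table S2, where they are miRNA* sequences of miR169. The miRNA* that Fig. S3 gives for New-1, CAGCCAAGGATGACTTGCCGC, is a miR169 sequence of Table S2 with 0 mismatches over 21 bases. miR169 regulates NF-YA transcription factors. The arms of New-3 and New-5 had at least 8 mismatches to every sequence of Table S2 when aligned without gaps and shifted by at most 2 nt. Larger shifts were not tried. The miRNA arm of New-3 and the miR1432 sequences of Table S2 share a run of bases that only a larger shift aligns. The mismatches therefore do not show that New-3 is unlike every family of Table S2. Whether this run is longer than chance would give was not tested.

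The miRNA* of New-4, TAGCCAAGAATGGCTTGCCTAC, was nearest to a miR169 sequence, with 5 mismatches over 21 bases. Of 1000 shuffled forms, none had fewer than 6 mismatches to Table S2. The other miRNA* form of New-4, TTAGCCAAGAATGGCTTGCCTA, also had 5 mismatches, and the lowest among its shuffled forms was 5 as well. The miRNA arm of New-4, TGGGCGAGTCTTCTTGGCTATG, had 8 mismatches to its nearest sequence, which is no closer than chance, since shuffled forms of it reached 5. That New-4 may be a relative of the miR169 family is a hypothesis that these mismatches do not decide.

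The 31 nt sRNA-1 may be the 5′ part of tRNA-His, which was proposed before its overlapping sequences were examined. Overlapping sequences extended it to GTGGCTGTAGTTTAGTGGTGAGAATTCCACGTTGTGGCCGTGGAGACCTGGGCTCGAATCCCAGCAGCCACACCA, which is 72 nt long when the last CCA is left out. The complement of its first 7 bases stands at positions 65 to 71, and GTG, the anticodon of histidine, stands at positions 34 to 36 in a loop of 7 bases closed by a stem of 5 pairs. These parts are as the hypothesis required. RNAfold formed the acceptor stem and the anticodon stem, at -26.7 kcal/mol, but 0 pairs of a D arm, so the predicted fold was not a complete cloverleaf. It is only the fold of minimum free energy, so it does not show that the RNA has no D arm. Between the anticodon stem and the complement of the first bases stand CTGGG and its own complement CCCAG. Pairs between these were not counted. sRNA-1 ends at position 31, the last base of the stem, and 15 of 50 sequences of the series (30%) end in the loop, where most reads had been required to end. Most reads had also been required to start at the first base of sRNA-1, and 12 of the 50 sequences do, against 14 that start 1 nt upstream. Reads were not used, and the lengths of 30 to 32 nt largely fix the ends of sequences, so these parts stay open, as does any difference between root and leaf.

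The listing of miRNA-390 could come from a sequencing error in another sequence, but 0 other 21 mers lay within 2 mismatches, which argues against it. A miRNA cut from a hairpin would leave a miRNA*. Of the 20 to 22 nt sequences, 2 pair with the first 19 bases of miRNA-390 with at most 4 mismatches, TGCTATCTATCCTGAGCTCC and TGCTATCTATCCTGAGCTCCA. G-U pairs counted as mismatches, and some of the mismatches of these 2 are G-U pairs. Of 100 shuffled forms of miRNA-390, 27 also had such a sequence, so this does not decide whether it is a miRNA cut from a hairpin. RNA from another plant or library remains open and was not tested.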
